# Innate Immune Response and Off-Target Mis-splicing Are Common Morpholino-Induced Side Effects in *Xenopus*

**DOI:** 10.1016/j.devcel.2018.01.022

**Published:** 2018-03-12

**Authors:** George E. Gentsch, Thomas Spruce, Rita S. Monteiro, Nick D.L. Owens, Stephen R. Martin, James C. Smith

**Keywords:** *Xenopus*, Brachyury, TALEN, null mutation, morpholino, dosage, off-target, splicing, immune response, GC content

## Abstract

Antisense morpholino oligomers (MOs) have been indispensable tools for developmental biologists to transiently knock down (KD) genes rather than to knock them out (KO). Here we report on the implications of genetic KO versus MO-mediated KD of the mesoderm-specifying *Brachyury* paralogs in the frog *Xenopus tropicalis*. While both KO and KD embryos fail to activate the same core gene regulatory network, resulting in virtually identical morphological defects, embryos injected with control or target MOs also show a systemic GC content-dependent immune response and many off-target splicing defects. Optimization of MO dosage and increasing incubation temperatures can mitigate, but not eliminate, these MO side effects, which are consistent with the high affinity measured between MO and off-target sequence *in vitro*. We conclude that while MOs can be useful to profile loss-of-function phenotypes at a molecular level, careful attention must be paid to their immunogenic and off-target side effects.

## Highlights

• Brachyury KO and KD in frog equally affect phenotype-causing downstream genes
• Other transcriptional anomalies are unique to morpholino-based KDs and controls
• Morpholinos can trigger an innate immune response and off-target mis-splicing
• Optimization of KD conditions mitigates but does not eliminate these side effects

## Introduction

Perturbing the function of a gene of interest in order to infer its biological role is a common approach in many biological disciplines including embryology and physiology. Since forward and reverse genetic approaches have not been readily applicable to many organisms, the injection of morpholino oligomers (MOs) has been widely adopted instead. This antisense technology is based on a nucleic acid analog with a backbone of morpholine rather than deoxyribose rings, and neutral phosphorodiamidate instead of negatively charged phosphate linkages. According to the manufacturer, MOs are more stable, efficient, and specific in knocking down genes than alternative knockdown (KD) technologies such as short interfering RNA, mainly because of their neutral features that prevent electrostatic interactions with endogenous proteins at physiological pH (Summerton, 2007). Depending on their design, MOs can block either translation or splicing when hybridizing almost perfectly over their full length of 23–25 bases to the translation start site or splice acceptor or donor site. In addition, they can disrupt the activity of non-coding RNA species, such as microRNAs (miRNAs) or Y-RNAs (Collart et al., 2011, Kloosterman et al., 2007).

While both anecdotal evidence and a number of published studies have suggested that MOs can cause off-target effects, it was previously assumed that, if appropriate control experiments are performed, robust knockout (KO)-like phenotypes could be generated. However, the use of TALEN and type II CRISPR genome editing technologies has now brought this assumption into question. Such studies have found that morphant and mutant phenotypes can be significantly different even when the morphant phenotype can be rescued by the introduction of cognate RNA species (Kok et al., 2015). While in some cases it is likely that the morphant phenotype is an off-target effect, in others it may be that the genetic mutation does not result in a complete loss of function either because it gives rise to a hypomorphic allele or because the gene product is maternally inherited (Blum et al., 2015). Mutating a gene can also in some circumstances lead to genetic compensation that is not triggered by MO-mediated KD (Rossi et al., 2015).

Nevertheless, bearing in mind that MOs can replicate corresponding null phenotypes at least at a morphological level, their use in vertebrate embryos may be legitimate and advantageous for several reasons. First, some maternal-effect genes are difficult to study due to an essential function in later life stages, and cumbersome germline-specific KO strategies are required to produce viable females with homozygous KO eggs (Liu et al., 2017). In particular, rapid-turnover proteins translated from maternal transcripts can be efficiently depleted with the injection of a translation-blocking MO into the zygote. In contrast, splice-blocking MOs will only perturb zygotic protein synthesis. Second, the simultaneous KD of multiple genes can reveal functional redundancies (Gentsch et al., 2013, Khokha et al., 2005, Reversade et al., 2005), which can be informative for future KO strategies. However, this may require more MOs being injected into the embryo, thus increasing the likelihood of off-target effects. Third, MOs can be introduced into different mutant and transgenic backgrounds either to screen for genetic interactions or to help characterizing phenotypes, without the need for time-consuming intercrossing. Fourth, MO-injected embryos do not need genotyping, so that large numbers can be collected. This is of particular importance given the expanding use of molecular profiling to analyze loss-of-function effects at the chromatin level. However, this kind of differential analysis assumes that KD and KO animals with identical macro- or microscopic defects, such as in morphology or behavior, share similarly derailed genomic readouts. We examined this hypothesis in the western clawed frog *Xenopus tropicalis* by generating *Brachyury* null mutants using TALENs and comparing these with corresponding, previously validated morphants (Gentsch et al., 2013) at a transcriptome-wide level.

Our results showed that, while depletion of *Brachyury* resulted in the same dramatic loss of posterior mesoderm regardless of the gene interference technology employed, only control and *Brachyury*-targeting MOs perturbed hundreds of splicing events and caused excessive immune response-related gene transcription. These MO side effects were caused, on the one hand, by the off-target binding of premature transcripts and, on the other hand, by a cell-intrinsic (innate) immune reaction. The latter strongly correlated with the guanine-cytosine (GC) content of the injected MO. Proper dose and design optimization of the injected MO can mitigate these inadvertent effects. However, some specific off-target effects could not be eliminated even when an elevated incubation temperature was used in an effort to increase hybridization stringency. This is further corroborated by the kinetic analysis of MO oligomers binding off-target RNA sequences far below the minimal concentration required to produce a *t*/*t2* KO-like phenotype. We expect that our findings will be critical to keep unintended disruptions in tissue and organ development to a minimum.

## Results

### TALEN-Induced Deletions Nullify Brachyury Function

In *Xenopus*, the function of *Brachyury* depends on two synexpressed and functionally redundant T-box transcription factors *t* (*Xbra*) and *t2* (*Xbra3*) (Gentsch et al., 2013, Hayata et al., 1999). We previously found that the combined injection of *t* and *t2* MOs produced a phenotype strongly resembling that of *Brachyury* null mice (Chesley, 1935, Gentsch et al., 2013). However, given recent controversies about MO specificity we sought to compare these *Brachyury* morphants with corresponding null mutants at a transcriptome-wide level in *X. tropicalis*. Two rounds of TALEN-induced mutagenesis were carried out in an effort to sequentially disrupt *t* and *t2* (Figure S1A). These paralogs are arranged in tandem on chromosome 5 within 30 kb and thus co-segregate during meiosis. 

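The deposited annotation of genome assembly v7.1 places *t* (Xetro.E00956) on scaffold 5 from 72053579 to 72062232 and *t2* (Xetro.E00957) from 72091808 to 72101743, both on the plus strand. The end of *t* and the start of *t2* lie 29575 bases apart. The longest transcript of each gene has 8 exons, and *t* has 2 annotated transcripts. Fragments from the paralogs were kept apart in the deposited counts, because the authors counted only read pairs that aligned to a single gene. In uninjected embryos, *t* had 955 ± 74 normalized counts (SD, n = 3 libraries) at stage 26 and 366 ± 16.4 at stage 34. The level of *t2* was 1372 ± 102 normalized counts (SD, n = 3) at stage 26 and 741 ± 83.1 at stage 34.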

First, *t* was mutated using a TALEN pair targeting the first SacI restriction site in exon 1 (Figure S1B). Animal or vegetal injection at the one-cell stage caused some disruption of the SacI site in ∼90% of the embryos examined individually by PCR digest (animal 7/8, vegetal 9/10; Figure S1C). Sanger sequencing of PCR clones revealed indels of 1–6 base pairs (bp) (Figure S1D). About 80% of F_0_ females raised to sexual maturity contained mutations in the germ line as confirmed by examining their offspring embryos. These embryos were used to generate lines of F_1_ frogs with a variety of mutations in the *t* locus. In addition, homozygous offspring of F_0_ *t* mutant intercrosses were short tailed, similar to previously published *t* morphants (Gentsch et al., 2013) (Figure S1E).

The second round of mutagenesis consisted of injecting F_2_ heterozygous *t* mutant embryos with a TALEN pair targeting the only EcoRI restriction site in the third exon of *t2* (Figure S1F). Genotyping of injected embryos by PCR digest revealed ∼30% (6/21) carried a mutation in the *t2* locus (Figure S1G). Tadpoles identified with mutations in *t2* were then raised to sexual maturity and three of the 15 frogs examined were found to have *t2*-specific germline mutations. Embryos from one of these frogs were found to have a 7-bp deletion in *t2* (*t2*^*e3.7D*^) on the same chromosome as a 2-bp deletion in *t* (*t*^*e1.2D*^). Both mutations were predicted to cause premature translation terminations before or midway through the critical T-box DNA binding domain by shifting stop codons into the reading frame (Figure 1A). However, these mutations did not cause any nonsense mediated decay of the transcript by neurula stage as revealed by qRT-PCR in *t*^*e1.2D*^ and *t2*^*e3.7D*^ hetero- and homozygotes (Figure 1B). In contrast, *t* transcript numbers increased 1.5- to 2-fold, indicating either increased stability of the mutant transcript or a fine-tuning of *t* transcription in response to a reduction or loss of functional Brachyury protein. The latter is similar to a previous observation reported for *vegfaa* mutants in zebrafish (Rossi et al., 2015). Since Brachyury directly regulates *t2* transcription (Gentsch et al., 2013), its complete loss led to a 5-fold reduction of *t2* expression during gastrulation (Figure 1B).

**Figure 1:**
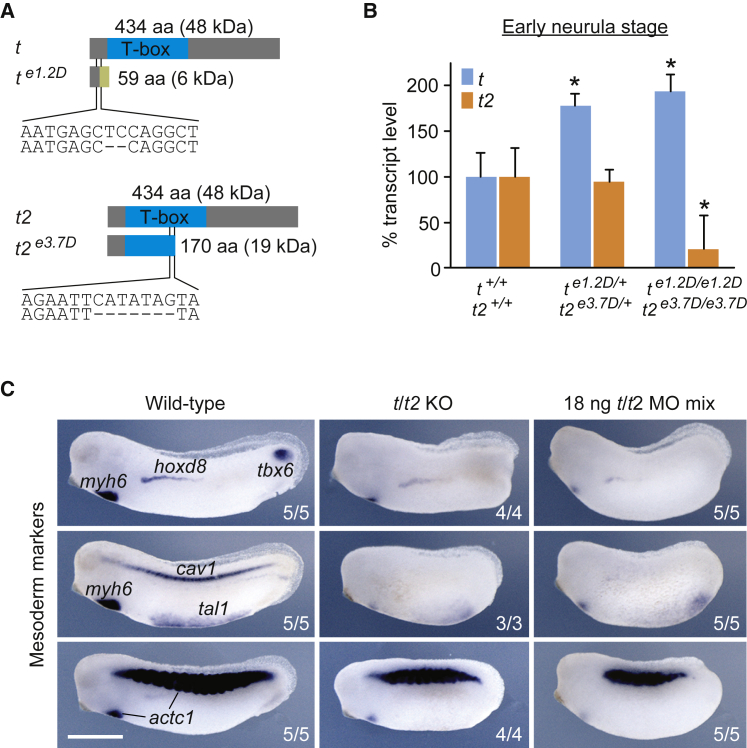
TALEN-Induced Deletions Nullify *Brachyury* Function (A) TALEN-induced 2- and 7-bp deletions in exon 1 of *t* (e1.2D) and exon 3 of *t2* (e3.7D), and predicted frameshift translations generating truncated proteins of 59 and 170 amino acids (aa). These mutations were selected to generate a double heterozygous *X. tropicalis* line for the *Brachyury* paralogs *t* and *t2* (*t*^*e1.2D/+*^*t2*^*e3.7D/+*^). (B) *t* and *t2* transcript levels in hetero- and homozygous embryos as measured by qRT-PCR at early neurula stage (n = 3, mean ± SD). Two-tailed t test: ^∗^p ≤ 0.05. (C) Multi-probe WMISH for various mesoderm cell lineage and derivative markers (*actc1*; cardiac and skeletal muscle; *cav1*, notochord; *hoxd8*, pronephros; *myh6*, heart; *tal1*, ventral blood island; *tbx6*, paraxial mesoderm) in wild-type and Brachyury (*t/t2*) null (KO) embryos, as well as embryos injected with four MOs targeting *t* and *t2* (*t/t2* MO mix) at mid-tailbud stage. Scale bar, 0.5 mm.

In order to confirm that *t*^*e1.2D*^ and *t2*^*e3.7D*^ contain null mutations, mRNAs encoding wild-type (WT) and mutant N- and C-terminally HA-tagged Brachyury were injected into *Xenopus* embryos (Figure S1H). We were unable to detect expression of the ∼6 kDa product of N-terminally tagged *t*^*e1.2D*^ by western blotting either because it is unstable or because of technical complications of blotting very short proteins. All other expected translation products were detected with no additional products being observed, indicating that neither *t* nor *t2* contain frequently used internal translational start sites. These mutant alleles lacked the ability of WT t and t2 to disrupt morphogenetic movements when expressed prematurely and ectopically (Figure S1I), so we conclude that these TALEN-induced deletions abolish *Brachyury* function.

### *Brachyury* KO and KD Embryos Show Identical Mesoderm Defects

Crossing *X. tropicalis* frogs heterozygous for *t*^*e1s.2D*^ and *t2*^*e3.7D*^ (hereafter called *t*^*–*^ and *t2*^*–*^) gave rise to the expected genotypes: WT (*t*^*+/+*^*t2*^+/+^), heterozygous (het, *t*^*-/+*^*t2*^*−/+*^), and homozygous (KO, *t*^*−/−*^*t2*^*−/−*^) embryos. Up to early tadpole stage 37, heterozygous embryos were indistinguishable under the stereo microscope from WT siblings or other WT embryos, including those injected with 18 ng control MO (cMO) (Figure S2A). By contrast, the combined disruption of both WT alleles of *t* and *t2* produced a consistent truncation of the embryonic tailbud and resulting tail, clearly visible by mid-tailbud stage 26 (Figure S2A). The morphology and timing of this developmental defect was virtually identical to that seen in embryos whose t and t2 protein levels were transiently depleted by the combined injection of four MOs (18 ng in total), one translation- and one splice-blocking MO (MO_transl_ and MO_splice_) for each *Brachyury* gene (Figures S1B, S1F, and S2A). The efficiency of the MOs in blocking splicing or translation was previously verified by RT-PCR and western blotting (Gentsch et al., 2013). The intention of this combinatorial KD strategy were to increase KD efficiency and to mitigate side effects by reducing the dosage of individual MOs by using a pool of two MOs to target the same gene (Gentsch et al., 2013).

Multi-probe whole-mount *in situ* hybridization (WMISH) at mid-tailbud stage provided further evidence that genetic mutation and MO-mediated KD of *t* and *t2* similarly affect the spatiotemporal transcription of various mesodermal cell lineage and derivative markers (Figure 1C). Posterior mesoderm (*tbx6* and *T-box 6*) and its derivatives notochord (*cav1* and *caveolin 1*) and somites (*actc1* and *cardiac actin*) were absent or malformed, while the formation of anterior, intermediate, and ventral mesoderm subtypes such as heart (*myh6* and *myosin heavy chain 6*), pronephros (*hoxd8*), and blood (*tal1* and *T cell acute lymphocytic leukemia 1*) was initiated, albeit with some delay (see also Figures 7B, 7E, and S5B).

### Morpholinos Can Trigger an Immune Response

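Poly(A) RNA was sequenced in a KD and a KO experiment, and each library was made from pooled sibling embryos of a single clutch, condition and stage. In the KD experiment, eggs of 3 frogs (D, E and F) were fertilized *in vitro*, and the embryos were left uninjected or received 18 ng of either the control MO (cMO) or a mixture of the 4 MOs against *t* and *t2*, with 4.5 ng of each MO in the mixture. In the KO experiment, 3 crosses between double heterozygotes (crosses 1, 2 and 9) gave wild-type, *t*/*t2* het and *t*/*t2* KO embryos. Each of the 6 conditions was sampled at stages 26 and 34, with 3 libraries per condition and stage and 36 libraries in all. The stages are given by number, because Table S1 calls stage 26 early tailbud and stage 34 mid-tailbud while the labels of the deposited samples call both mid-tailbud.
The authors aligned paired-end reads of 76 bases to the *X. tropicalis* gene models with Bowtie2 and deposited raw fragment counts for 25774 genes. Fragments counted on genes ranged from 30225504 to 52401214 per library, with a median of 37215941. With 6 libraries per condition, they ranged from 32585527 to 42754952 (median 40708491) in uninjected embryos, from 31779449 to 42897356 (median 37541648) in cMO embryos and from 33124048 to 37193681 (median 35789571.5) in *t*/*t2* MO embryos. The ranges in the KO experiment were 30225504 to 52401214 (median 36273334) in wild-type, 34938844 to 40342337 (median 38326082) in *t*/*t2* het and 35366434 to 39219779 (median 37122548) in *t*/*t2* KO embryos. The counts were normalized here by edgeR's TMM method and tested with its quasi-likelihood test in a model of stage and condition, fitted separately to the 18 libraries of each experiment. A gene was called mis-regulated at an FDR of at most 10%, a change of at least 1.5-fold and a mean normalized count above 7. This mean was taken over the uninjected, cMO, wild-type and *t*/*t2* het libraries, and 17987 genes exceeded it. Raised and lowered refer to the condition named first in each comparison. DESeq2's likelihood ratio test, other normalizations and filters, and fits without each clutch in turn were run beside it.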

Since recent studies in zebrafish claim low concordance between mutant and morphant phenotypes (Kok et al., 2015), we sought to compare the entire poly(A) transcriptome over two tailbud stages (mid-tailbud stage 26 and late tailbud stage 34 separated by ∼12 hr of development at 25°C) using deep RNA sequencing (RNA-seq) (Table S1) and likelihood ratio tests (Table S2) (Love et al., 2014). Biological triplicates were used to account for transcriptional variability between clutches. Libraries were generated simultaneously to mitigate any batch effects. Most of the transcriptional changes observed were attributed to the developmental stage (principal component 1 [PC1]: ∼65%) and to the treatment and genotype (PC2: ∼14%) of the different samples: uninjected, control, and *t*/*t2* MO-injected embryos from three independent KD experiments; and WT, heterozygous and homozygous embryos from three separate crosses between *t*^*–/+*^*t2*^*−/+*^ heterozygotes (KO experiment; Figure 2A). 

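Principal components were computed from DESeq2's rlog-transformed counts of the 500 most variable genes in all 36 libraries. PC1 held 64.97% of the variance, PC2 13.51% and PC3 8.00%. PC1 scores of uninjected embryos averaged -20.2 ± 2.60 (SD, n = 3 libraries) at stage 26 and 19.5 ± 4.42 at stage 34, and those of wild-type embryos -12.8 ± 1.76 and 16.0 ± 7.49. The distance between stages on PC1 was larger than the spread between libraries of a stage in both experiments. With all genes past the count filter PC1 held 51.9% and PC2 12.9%, and with the variance stabilizing transform PC1 held 65.2% and PC2 15.7%. Leaving out each of the 6 clutches in turn gave PC1 shares from 64.13% to 67.89% and PC2 shares from 13.0% to 15.1%.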

As expected from gross comparison of morphology and mesoderm markers developmental stage-equivalent WT, heterozygous (*t/t2* het), and uninjected embryos (unlabeled in Figure 2A) shared a very similar transcriptome. However, the transcriptome of control (cMO) and *t*/*t2* (*t*/*t2* MO) morphants deviated considerably from their genetic counterparts, and more so at the later stage (Figure 2A).

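The difference between a pair of libraries was measured as the root mean square difference in log2 CPM values across the 17987 genes. At stage 26 it averaged 0.593 between uninjected and wild-type libraries (9 pairs), 0.484 among the uninjected and 0.502 among the wild-type libraries (3 pairs each). At stage 34 the means were 0.534 between the groups, 0.438 among uninjected and 0.545 among wild-type libraries. Uninjected and wild-type embryos thus differed by more than the libraries within either group at stage 26, but not by more than the wild-type libraries at stage 34. These embryos came from different parents and from separate experiments, so that genotype, clutch and handling are not separable in this comparison. Wild-type and *t*/*t2* het libraries, which came from the same crosses, differed by 0.392 at stage 26 and by 0.356 at stage 34 within a cross (3 pairs each). Between crosses they differed by 0.495 and 0.544 (6 pairs each), no more than wild-type libraries, which are all of different crosses, differed among themselves. Mean log2 levels correlated across genes, which are not independent replicates, with r = 0.989 between uninjected and wild-type and r = 0.997 between wild-type and *t*/*t2* het embryos at stage 26, and with r = 0.992 and r = 0.997 at stage 34.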

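The PC2 score of each treated library was compared with that of its control library from the same clutch and stage (n = 3 clutches per stage). Injection of cMO raised PC2 by 4.45 ± 1.58 (SD) at stage 26 and by 6.87 ± 2.60 at stage 34, and *t*/*t2* MOs raised it by 19.7 ± 2.00 and 22.0 ± 2.56. The corresponding shifts in the KO experiment were 12.0 ± 0.654 and 11.0 ± 1.19 for *t*/*t2* KO embryos and 1.15 ± 0.742 and 1.00 ± 1.60 for *t*/*t2* het embryos. The shifts of the 3 clutches overlapped between stages for cMO (2.86 to 6.02 at stage 26 and 4.27 to 9.47 at stage 34) and for *t*/*t2* MOs (17.4 to 21.1 and 19.5 to 24.6). On PC1 and PC2 together, the distance from the control library averaged 19.8 ± 1.96 (SD) at stage 26 and 23.7 ± 2.39 at stage 34 for *t*/*t2* MOs. The distances were 4.73 ± 1.69 and 7.82 ± 3.09 for cMO, and 12.3 ± 0.274 and 11.3 ± 1.16 for *t*/*t2* KO embryos.

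**Figure D1:**
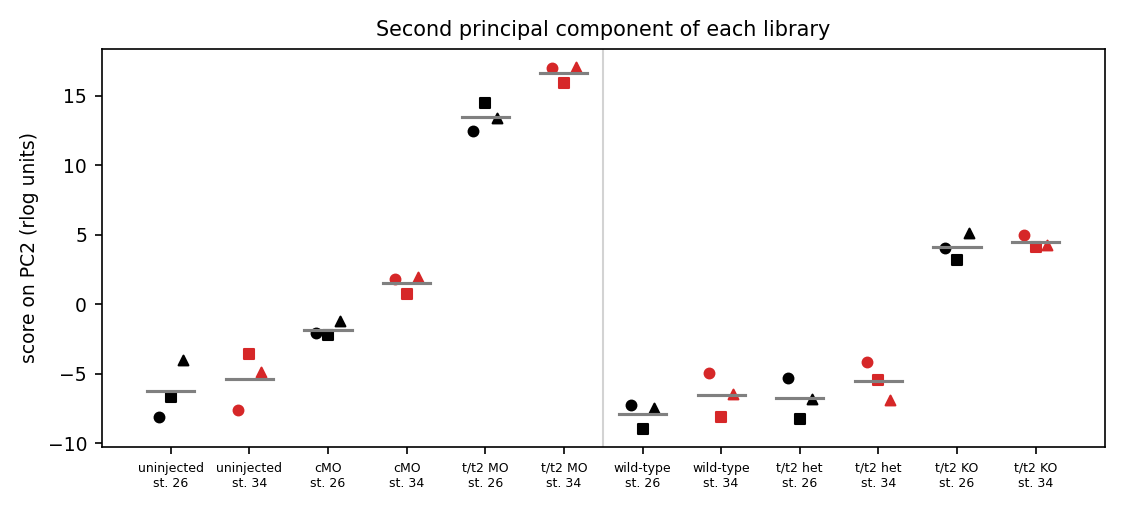
PC2 scores (rlog units) of the 36 libraries by condition, with black symbols for stage 26 and red symbols for stage 34. Circles, squares and triangles are frogs D, E and F or crosses 1, 2 and 9, and grey lines are group means. Both groups of *t*/*t2* MO libraries (means 13.4 and 16.7) lie above all *t*/*t2* KO libraries (means 4.12 and 4.45), and wild-type, *t*/*t2* het and uninjected means lie between -7.92 and -5.37.

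Gene by gene, the difference between KD and KO was tested in a joint model of all 36 libraries as the *t*/*t2* MO effect against uninjected embryos minus the *t*/*t2* KO effect against wild-type embryos. It passed the thresholds in 1613 genes, 783 of them more raised in morphants. At stage 26, cMO changed 126 genes and *t*/*t2* MOs changed 2007, and at stage 34 the counts were 184 and 3536. For *t*/*t2* KO they were 451 and 536. Without frog E the stage 26 count of cMO was 59, and without cross 1 the stage 34 count of *t*/*t2* KO was 337. Effects that differed between the stages (stage-by-condition interaction) passed the same thresholds in 0 genes for cMO, with 525 genes at an unadjusted p under 0.05, in 1006 genes for *t*/*t2* MOs and in 5 genes for *t*/*t2* KO (*avpr1a*, *chadl*, *des.2*, *c6orf192* and *matn2*, named after their values were seen). The stage-dependent count of *t*/*t2* MOs was 235 without frog E and 319 without frog F, that of cMO was 6 without frog D and 1 without frog F, and that of *t*/*t2* KO was 2 without cross 1. With the clutch as a blocking factor the counts were 7 for cMO, 1534 for *t*/*t2* MOs and 23 for *t*/*t2* KO.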

**Figure 2:**
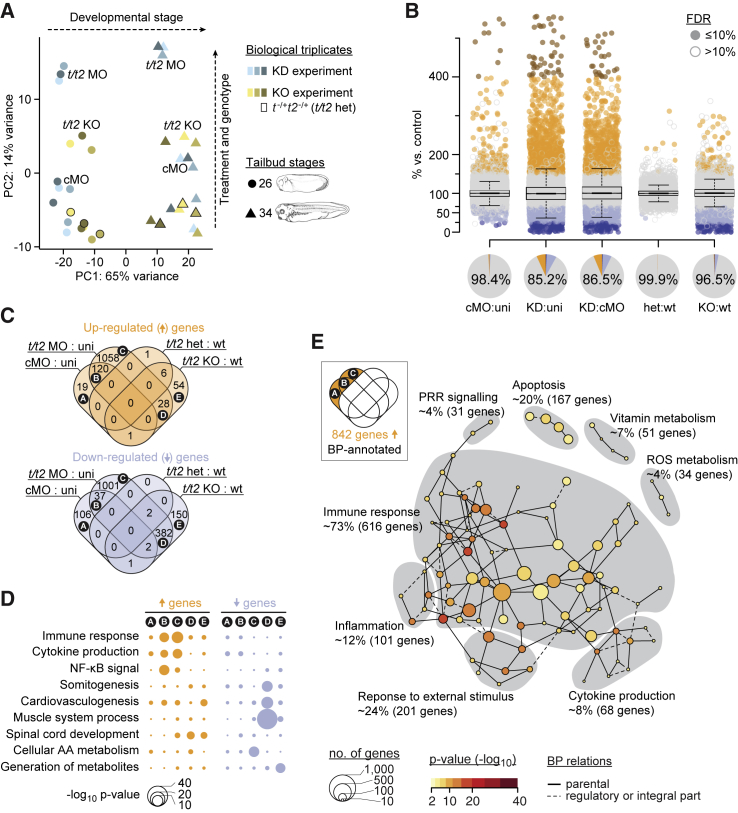
Transcriptional Deviation from Genetic Counterpart Reveals Immune Response as MO Side Effect (A) Principal component (PC) analysis of poly(A) RNA profiles at indicated tailbud stages resulting from biological triplicates of a *t*/*t2* KD and KO experiment. The KD experiment involved uninjected (not labeled), control (cMO), and *t*/*t2* MO-injected embryos. The KO experiment consisted of wild-type (WT) (not labeled), heterozygous (*t*^−/+^*t2*^−/+^; data points framed in black, not labeled) and homozygous (*t/t2* KO) embryos. (B) Jitter/boxplot and pie chart show pairwise transcriptional comparisons of cMO, *t/t2* MO (KD), heterozygous (het), KO embryos with uninjected (uni), cMO, or wild-type (WT) embryos. Only fold changes with FDR ≤10% were colored: navy blue <25%, sky blue 25%–67%, orange 150%–400%, and red >400% compared with reference transcript level. Percentage number in pie chart represents percentage of genes that were unaffected (i.e., whose fold change are <1.5 or FDR >10% between indicated conditions). (C) Venn diagram of genes with increased and decreased transcript levels (i.e., ≥1.5-fold change at FDR ≤10%). See Table S3 for corresponding gene list. (D) Statistical significance (hypergeometric p value) of enrichment for some selected biological processes (BPs) among the indicated Venn fields. (E) MO-triggered transcriptional signature of an immune response. Gray areas represent Newman-Girvan-based communities of enriched BPs associated with 842 genes in fields A, B, and C of the Venn diagram. See Table S4 for corresponding and other Venn field-specific gene set enrichment analyses.

A pairwise comparison of the transcript levels of 17,716 genes (showing ≥7 fragments among “control” conditions; Figure S2B) between the different conditions revealed that control and *t*/*t2* morphants had significantly more mis-regulated mRNA (≥1.5-fold change at false discovery rate [FDR] ≤10%) than *t/t2* hetero- and homozygous embryos (1.61% versus 0.05% and 14.85% versus 3.53%), respectively (Figure 2B). Thus, in a Venn diagram the groups of down- and upregulated genes unique to *t*/*t2* MO (Venn field C) were ∼3- and ∼38-fold larger, respectively, than the overlap between *t/t2* MO and KO embryos (field D) (Figure 2C; Table S3). 

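Relative to uninjected embryos, cMO changed 256 genes (139 raised, 117 lowered) or 1.42% of the 17987 genes past the count filter, and *t*/*t2* MOs changed 2738 (1194 raised, 1544 lowered) or 15.2%. Relative to wild-type siblings, *t*/*t2* KO embryos had 618 mis-regulated genes (84 raised, 534 lowered) or 3.44%. The number raised in *t*/*t2* KO embryos was 53 without cross 1, 110 without cross 2, 130 without cross 9 and 35 at an FDR of 1%. In *t*/*t2* het embryos 4 genes or 0.0222% passed the thresholds, and 303 genes had an unadjusted p under 0.05. Relative to cMO embryos, *t*/*t2* MO embryos differed in 2452 genes, which is 13.6%. The count for *t*/*t2* het embryos was 1 without cross 1 and 2 without cross 2 or cross 9. The strictest alternative, an FDR of 1%, moved the cMO count most, to 132 genes.
The 3 symbols with the largest rise among the cMO-changed genes that kept their direction in every clutch were *tnfaip2* (Xetro.H01522, scaffold 8), *ccl4* (Xetro.B00608, scaffold 2) and *avd* (Xetro.A01934, scaffold 1). The log2 fold change of *tnfaip2* was 3.31 with cMO (standard error 0.476, adjusted p = 2.80e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.08 with *t*/*t2* MOs. It lay above wild-type in 6 of 6 pairs of *t*/*t2* KO embryos too, by 1.24 (adjusted p = 0.1, same edgeR test). For *ccl4* the changes were 3.27 and 3.60, and for *avd*, whose position overlaps a gene model on the opposite strand, 3.05 and 4.40. Across the 3 fits that each left out a clutch, the cMO change ranged from 2.42 to 4.09 for *tnfaip2*, from 2.16 to 3.91 for *ccl4* and from 2.03 to 4.11 for *avd*, each lowest without frog D. The largest fall with cMO was that of *adsl* (Xetro.D01583, scaffold 4), by a log2 fold change of -2.02 with cMO and -2.12 with *t*/*t2* MOs, lower in 6 of 6 clutch-by-stage pairs in both comparisons. Apart from those of *t2*, the largest falls by the same rule that *t*/*t2* MO and *t*/*t2* KO embryos had in common were those of *krt18l* (Xetro.K01247, scaffold 87), at -6.63 and -7.25, and *msgn1* (Xetro.I02074, scaffold 9), at -5.06 and -6.50. The 4 genes changed in *t*/*t2* het embryos were *nt5dc1* (Xetro.E00698), with a log2 fold change of 1.17, *ca13* (Xetro.F00330), Xetro.K02018 and Xetro.K03831, the last 3 named after their values were seen. The call of *nt5dc1* in *t*/*t2* het embryos was lost without cross 1 and without cross 9.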

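Raised and lowered genes were compared separately. Among raised genes, 1047 were raised only in *t*/*t2* MO embryos (14 of them lowered in another comparison) and 25 in both *t*/*t2* MO and *t*/*t2* KO embryos but not in cMO embryos, a ratio of 41.9. Among lowered genes the counts were 1121 (3 of them raised in another comparison) and 389, a ratio of 2.88. The ratio of raised genes rested on few shared genes and was 58.6 without cross 1, where 18 raised genes were shared, and 25.2 without cross 9, where 41 were. An FDR of 1% gave 64.4. Direction was the same in 417 of the genes mis-regulated in both *t*/*t2* MO and *t*/*t2* KO embryos and opposite in 14. Of the 1047 raised and 1121 lowered genes of *t*/*t2* MO embryos, 1003 and 994 are in the same field of Table S3, and of the 25 and 389 shared genes 25 and 373 are.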

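Of the genes changed by cMO, 16 raised and 82 lowered genes were changed in the same direction in no other comparison with uninjected or wild-type embryos (3 and 3 of them were changed in the opposite direction), and 122 raised and 31 lowered genes were changed the same way by *t*/*t2* MOs but not in *t*/*t2* KO embryos (1 of the 122 was lowered there). In *t*/*t2* KO embryos, 55 genes were raised and 140 lowered that no other of these comparisons changed in the same direction (2 and 13 of them were changed in the opposite direction). Without frog E the genes raised by cMO alone numbered 5. Without cross 1 the genes raised in *t*/*t2* KO embryos alone were 30.
Both kinds of morphants were compared with the same uninjected libraries, whose deviations enter both comparisons. The overlap this gives without any MO effect was estimated from 20 simulated experiments, in which the counts of every library were drawn around each gene's mean level in uninjected embryos of the same stage, with its estimated dispersion. The simulated comparisons made on average 0.5 calls for cMO and 0.15 for *t*/*t2* MOs, so that little overlap was possible. The simulated overlap of calls in the same direction averaged 0.05 genes (0 to 1), against 155 observed. Because 2738 genes were called with *t*/*t2* MOs in the data, the simulations do not bound how many of the 155 came from the shared controls. In the data, 5 genes were mis-regulated in opposite directions (*optc*, Xetro.B01453, Xetro.F01575, Xetro.G01588 and Xetro.K01409, named after their values were seen). Log2 fold changes of cMO and *t*/*t2* MO embryos correlated across genes with r = 0.442, whereas the shared controls alone gave r from 0.464 to 0.530. The correlation across genes, which are not independent replicates, thus did not exceed that of the simulations. Effects particular to either treatment, which the simulations lack, would lower it, so that it does not decide whether the MOs share effects.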

Three other Venn fields also contained a significant number of genes: the overlap between cMO and *t*/*t2* MO (field B) and the fields unique to cMO (field A) and *t/t2* KO (field E). The remaining Venn fields contained no or only a few genes and were excluded from further analysis.

Functional “perturbation networks” were then derived from the biological processes (BPs) of the gene ontology (GO) project that were significantly (p ≤ 0.0001) enriched in the five largest Venn fields and divided into GO-linked Newman-Girvan (NG) communities (Table S4). 

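Gene ontology terms were taken as the deposited BLAST2GO table assigns them to each gene. The table holds direct assignments without the more general terms above them, so that a term's gene set here is smaller than one that includes its descendants. Of 157 genes assigned muscle contraction, for example, 0 are also assigned its parent term muscle system process. The background was the 13836 genes past the count filter with a biological process, of which 322 were lowered in both *t*/*t2* MO and *t*/*t2* KO embryos. Somitogenesis was assigned to 14 of these 322 genes against 2.19 expected, a 6.40-fold enrichment (adjusted p = 3.63e-06 over 108 tests, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). The 14 genes include *msgn1*, *myf5*, *myod1*, *mesp2*, *cav1* and both *Brachyury* paralogs. Muscle system process was assigned to 2 of its 5 genes, *trim72* and Xetro.K03947 (named after their values were seen), a 17.2-fold enrichment (adjusted p = 0.0687, same exact test). This enrichment passed an adjusted p of 0.05 without frog E (26.6-fold, adjusted p = 0.00395) and without frog F (27.1-fold, adjusted p = 0.0028), each by the same exact test. Cardiovascular system development was assigned to 2 of the 322 genes (7.16-fold, adjusted p = 0.287, same exact test).
Because the direct terms are narrow, genes were also grouped by words for muscle, heart and mesoderm in the names of their terms, a grouping chosen after the table had been seen. It held 1282 genes of the background and 129 of the 322 lowered genes, against 29.8 expected (4.32-fold, adjusted p = 1.26e-49, one-sided Fisher's exact test).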

As expected from a vertebrate *Brachyury* phenotype, ∼80% (256 genes) of the downregulated BP-annotated (Table S4) genes shared between KD and KO embryos were associated with the development, the anatomy, and the physiology of mesoderm and its derivatives muscle and heart, such as the formation of somites and muscle fibers, the contraction of tissue, and calcium homeostasis (Figure 2D; Table S4). In addition, >70% of the upregulated BP-annotated genes either shared between KD and KO embryos or unique to the latter were enriched for neural development, including the process of neurotransmission and spinal cord formation (Figure 2D; Table S4). 

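The background held 66 raised genes of these fields, 18 raised in both *t*/*t2* MO and *t*/*t2* KO embryos and 48 in *t*/*t2* KO embryos alone. Spinal cord development was directly assigned to 2 of them, *slit1* and the gene model *loc642132* (named after their values were seen), against 0.153 expected (13.1-fold, adjusted p = 0.109, one-sided Fisher's exact test over 108 tests). Without cross 1 neither was among the raised genes and the enrichment was 0. With the clutch as a blocking factor it was 11.6-fold (adjusted p = 0.0333, same exact test). Words for neural development and neurotransmission in the term names, chosen after the table had been seen, marked 29 of the 66 genes against 15.0 expected (1.93-fold, adjusted p = 7.77e-04, one-sided Fisher's exact test). They marked 10 of the 18 shared genes and 19 of the 48 genes raised in *t*/*t2* KO embryos alone. Among the *t*/*t2* KO embryos' largest rises, *olig4* (Xetro.B00225, scaffold 2) had log2 fold changes of 1.27 in *t*/*t2* KO and 1.60 in *t*/*t2* MO embryos, and *ucp1* (Xetro.A02802, scaffold 1) of 1.42 and 3.11. The *ucp1* call in *t*/*t2* KO embryos was lost without cross 9 (log2 fold change 0.995).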

The low number of NG communities in both perturbation networks required to contain most mis-regulated genes suggested the predominant role of Brachyury in regulating the neuromesodermal cell trajectory (Table S4). Overall, these genes represented the *Brachyury* phenotype-defining core regulatory network. However, the largest group of genes with a uniform BP signature were upregulated only in control (cMO) and/or *Brachyury* (*t*/*t2* MO) morphants (Figures 2C–2E and Table S4): ∼650 of these were characteristic of an immune response containing pro-inflammatory mediators, and components of the pattern recognition receptor (PRR) and nuclear factor κB (NF-κB) signaling pathways (Figures 2D and 2E; Table S4). 

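The genes raised in cMO or *t*/*t2* MO embryos but not in *t*/*t2* KO embryos included 836 with a biological process. Immune response was directly assigned to 26 of these, against 9.97 expected from its 165 genes in the background (2.61-fold, adjusted p = 3.37e-04 over 108 tests, one-sided Fisher's exact test). Against all annotated genes instead of those past the count filter, the enrichment was 2.25-fold (adjusted p = 0.00342, same exact test). Genes raised by both cMO and *t*/*t2* MOs held 8 of the 26 (7.37-fold, adjusted p = 4.56e-04), and genes raised by *t*/*t2* MOs alone 18 (2.06-fold, adjusted p = 0.0516, both by the same exact test). I-kappaB kinase/NF-kappaB signaling was assigned to 6 of the 836 genes (3.55-fold, adjusted p = 0.0687, same exact test). Of these, 3 were raised by both, *ripk3*, *irf1* and Xetro.G01930, the last named after its values were seen (16.3-fold, adjusted p = 0.0216, same exact test). The other 3 were raised by *t*/*t2* MOs alone (2.02-fold, adjusted p = 0.761, same exact test). Cytokine production was assigned to 2 of the 836 genes (1.74-fold, adjusted p = 1, same exact test). Words for immunity and inflammation in the term names, chosen after the table had been seen, marked 177 of the 836 genes against 98.3 expected (1.80-fold, adjusted p = 1.31e-14, one-sided Fisher's exact test), and 73 of 907 genes lowered by *t*/*t2* MOs alone (0.685-fold).
Of the 165 directly assigned genes, 8 were raised and 1 lowered by cMO, 26 raised and 14 lowered by *t*/*t2* MOs, and 1 raised and 5 lowered in *t*/*t2* KO embryos. As a whole set they moved little: the median log2 fold change was 0.05 with cMO and 0.04 with *t*/*t2* MOs (adjusted p = 0.0717 for both, limma's camera with a preset correlation). By edgeR's fold changes the medians were 0.037 with cMO, 0.045 with *t*/*t2* MOs and 0.041 in *t*/*t2* KO embryos. Their size thus did not set morphants apart. Under limma's fry, which tests the set's genes without reference to other genes, the adjusted p was 0.0362 for cMO and 0.0121 for *t*/*t2* MOs, and the 2 camera variants gave 0.0717 and 0.136.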

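The immune and Brachyury panels of Fig. 3A each list 19 genes. The count table holds 17 of the immune panel (*chit1* and *ecm1* are absent) and 16 of the Brachyury panel (*tf15l*, *meox2l* and *esr5* are absent). Both panels were chosen by the study on these libraries, so that their tests are not independent evidence. Relative to uninjected embryos, cMO raised 14 of the 17 immune panel genes, and 15 when adjusted over the list alone. The exceptions were *tlr5* (Xetro.E01606), *ncf4* and *socs3*, with log2 fold changes of 0.20, 0.57 and 0.69, and the largest change was that of *ripk3* (Xetro.H02167), 2.32 (standard error 0.352, adjusted p = 5.38e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 17 genes were raised by *t*/*t2* MOs, from *tlr5* at 0.80 to *c3ar1* at 3.77, and 13 passed the thresholds as raised relative to cMO embryos. In *t*/*t2* KO and in *t*/*t2* het embryos 0 of the 17 passed the thresholds, the same number when adjusted over the list alone, and 15 of the 17 lay above wild-type in *t*/*t2* KO embryos. The panel's median log2 fold change was 0.80 with cMO, 1.91 with *t*/*t2* MOs and 0.18 in *t*/*t2* KO embryos (adjusted p = 1.94e-06, 4.52e-10 and 0.132, limma's fry).
All 16 genes of the Brachyury panel were lowered in both *t*/*t2* MO and *t*/*t2* KO embryos. The smallest fall was that of *ripply2.2*, -0.64 and -0.85, and 0 genes were changed by cMO. The medians were -1.999 in *t*/*t2* MO and -2.74 in *t*/*t2* KO embryos (adjusted p = 5.8e-11 and 1.47e-13, limma's fry), or -2.39 in *t*/*t2* KO embryos with the gene at the floor of 3 counts set to its bound. The *tbx6* log2 fold changes were -3.87 (standard error 0.27) and -4.41 (standard error 0.37). Transcripts of *t* fell to 56.0% of uninjected embryos in *t*/*t2* MO embryos and to 13.1% of wild-type in *t*/*t2* KO embryos. Those of *t2* fell to 2.26% in *t*/*t2* MO embryos, and *t*/*t2* KO libraries had 0 to 4 raw counts of *t2* against 581 to 1219 in wild-type libraries.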

The wide-spread mis-regulation of immune response related genes such as Toll-like receptors (TLRs), complement components, cytokines, caspases, and tumor suppressors was a dramatic side effect of injecting control or *t*/*t2* MOs, since their induction or suppression was unique to morphants, and their local chromatin environment in early tailbud embryos did not show any chromatin occupancy of Brachyury (t) as detected by chromatin immunoprecipitation sequencing (Gentsch et al., 2013) in contrast to the Brachyury-dependent core regulatory network (Figure 3A).

**Figure 3:**
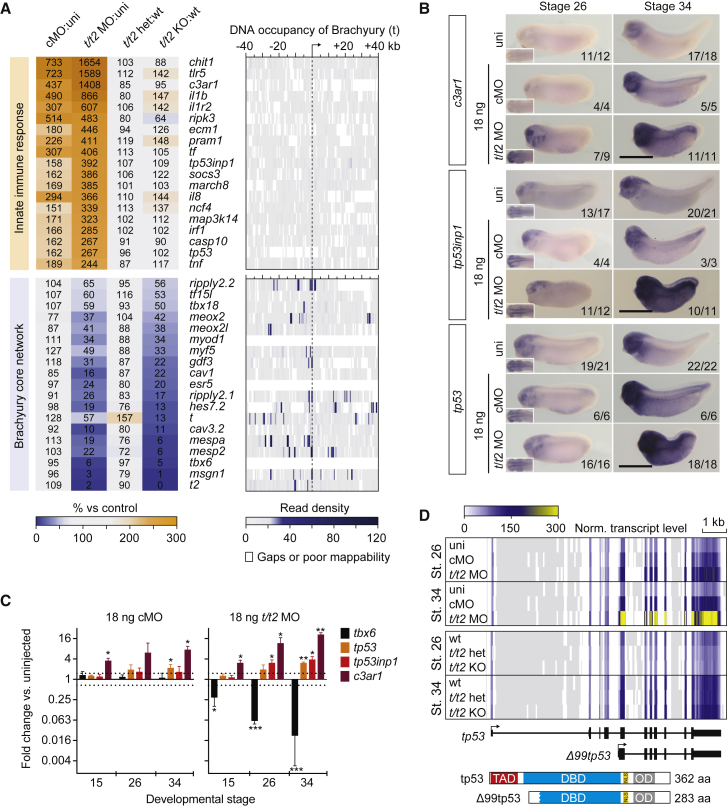
Ubiquitous Immune Response against MO Intensifies during Embryogenesis (A) Panel of genes upregulated in control and *t*/*t2* morphants associated with the immune response and genes downregulated in *t*/*t2* morphants and null mutants representing the Brachyury-dependent core network. Heatmap to the right represents the binding map of Brachyury (t) in the proximity (±40 kb) of indicated transcription start sites (TSS) at early tailbud stage (Gentsch et al., 2013). (B) WMISH of immune response related gene transcripts *c3ar1*, *tp53inp1*, and *tp53* in uninjected (uni) embryos and embryos injected with 18 ng of cMO or *t/t2* MO mix. Left bottom corner inset, dorsal view of tailbud head showing elevated transcript levels in the CNS. *tp53* antisense probe did not discriminate active isoforms shown in D. Scale bar, 0.5 mm. (C) Temporal dynamics of transcript fold changes (log_2_ scale) for a selected group of genes representing the Brachyury-directed core network (*tbx6*) and the immune response (*c3ar1*, *tp53inp1*, and *tp53*) in MO-injected versus uninjected embryos as measured by qRT-PCR (n = 3, mean ± SD). Two-tailed t test (≥1.5-fold change): ^∗^p ≤ 0.1; ^∗∗^p ≤ 0.01; and ^∗∗∗^p ≤ 0.001. (D) Genome map of full length *tp53* and *Δ99tp53* transcript isoforms shows normalized transcript levels for uninjected (uni), control morphants (cMO), *t/t2* morphants (*t/t2* MO), wild-type (WT), *t/t2* heterozygous (*t/t2* het), and homozygous (*t/t2* KO) mutant embryos at tailbud stages 26 and 34. Isoform-corresponding translation products with critical domains are on display below the heatmap: TAD, transactivation domain; DBD, DNA binding domain; NLS, nuclear localization signal; and OD, oligomerization domain.

Spatiotemporal expression profiling of the *complement component 3a receptor 1* (*c3ar1*), *tumor protein 53* (*tp53*), and *tp53 inducible nuclear protein* (*tp53inp1*) indicated that the immune response was ubiquitous and intensified beyond post-neurula stages (Figures 3B–3D). 

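In the RNA-seq libraries, *c3ar1* (Xetro.G00210, scaffold 7, 8055904 to 8061091) and *tp53inp1* (Xetro.F00242, scaffold 6, 19248626 to 19263472) were higher than in uninjected embryos in 6 of 6 clutch-by-stage pairs with cMO and with *t*/*t2* MOs. The log2 fold change of *c3ar1* with cMO was 2.11 (standard error 0.262, adjusted p = 4.49e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of *tp53inp1* 0.66 (standard error 0.114, adjusted p = 0.00196). The *tp53inp1* change was 0.53 without frog F, below 1.5-fold.

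**Figure D2:**
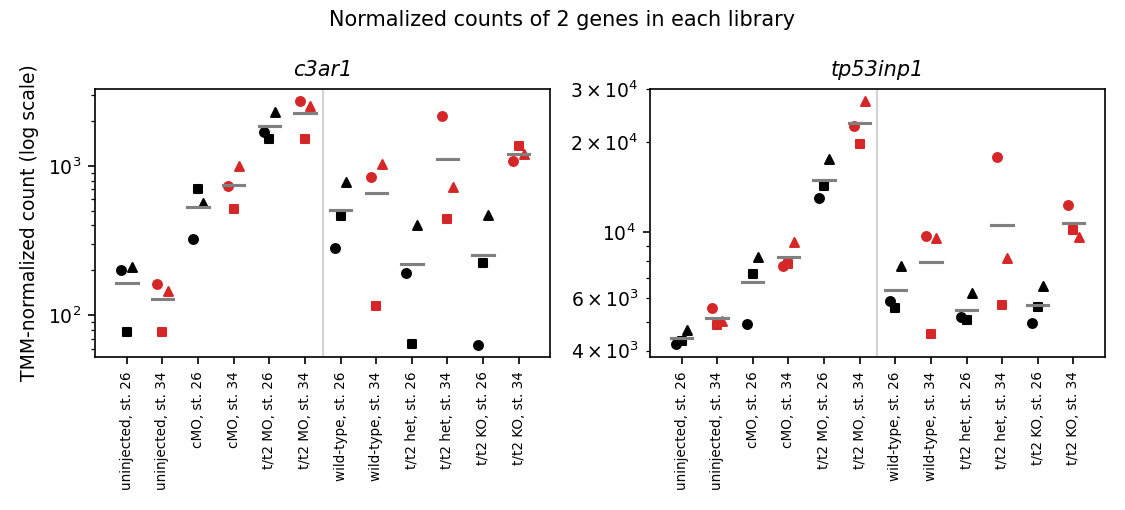
TMM-normalized counts (log axis) of *c3ar1* and *tp53inp1* in the 36 libraries by condition, with black symbols for stage 26 and red symbols for stage 34. Circles, squares and triangles are frogs D, E and F or crosses 1, 2 and 9, and grey lines are group means. Mean counts of *c3ar1* at stage 34 were 128 in uninjected, 752 in cMO and 2252 in *t*/*t2* MO embryos, and 661, 1108 and 1209 in wild-type, *t*/*t2* het and *t*/*t2* KO embryos.

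Whether the changes grew with stage was tested as a stage-by-condition interaction. With *t*/*t2* MOs the log2 fold change of *c3ar1* rose from 3.48 at stage 26 to 4.11 at stage 34 (interaction 0.63, standard error 0.483, adjusted p = 0.561) and that of *tp53inp1* from 1.76 to 2.14 (interaction 0.38, standard error 0.213, adjusted p = 0.384, both by the same edgeR test), neither past the threshold. With cMO the rise was from 1.68 to 2.57 for *c3ar1* and from 0.63 to 0.69 for *tp53inp1*. Neither passed the interaction test (adjusted p = 1 for both, same edgeR test), and the lowest value over the alternatives was 0.704, for *c3ar1*. The genes did not pass the thresholds in *t*/*t2* KO embryos, with log2 fold changes of -0.15 for *c3ar1* and 0.11 for *tp53inp1* over both stages, -1.01 and -0.17 at stage 26 and 0.86 and 0.41 at stage 34. The interactions in *t*/*t2* KO embryos were 1.87 for *c3ar1* (standard error 0.923) and 0.58 for *tp53inp1* (standard error 0.394), neither past the threshold (adjusted p = 1 for both, same edgeR test). Library-to-library variation was wide in the KO experiment: wild-type counts of *c3ar1* at stage 34 ran from 115 to 1028. Of the 17 immune panel genes, chosen by the study on these libraries, 4 passed the interaction test with *t*/*t2* MOs as more raised at stage 34. None passed the other way (0 genes), and interactions ran from -0.54 for *march8* to 2.16 for *il1b* (median 0.60). With cMO 0 passed, or 6 when adjusted over the list alone (median 0.44). In *t*/*t2* KO embryos 0 passed under either adjustment (median 0.31). From the induction of immune response-related genes in both kinds of morphants but not in *t*/*t2* KO embryos, and from the absence of Brachyury at their chromatin, the paper concludes that this response is a side effect of injecting MOs (Figure 3A).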

Higher off-target transcript levels were detected in WT expression domains such as the eye, the branchial arches, and the nervous and cardiovascular systems. As in some zebrafish morphants and various tumors (Bourdon et al., 2005, Khoury and Bourdon, 2010, Robu et al., 2007), the elevated *tp53* expression level was largely driven from an internal promoter ∼150 bp upstream of exon 5 (Figure 3D). This produces an N-terminally truncated tp53 isoform specifically containing 20 amino acids encoded by the acceptor splice arm of intron 4 instead of the 99 amino acids encoded by exons 2 to 4 (Δ99tp53). Thus, Δ99tp53 lacks the pro-apoptotic p53 transactivation domain, but retains most of the DNA binding domain (except for the first 31 amino acids), its full nuclear localization signal, and oligomerization domain (Figure 3D). Similarly truncated tp53 isoforms, such as Δ113tp53 in zebrafish and Δ133tp53 in human, have been reported to suppress apoptosis by lowering transcriptional activity mediated by full-length tp53 (Bourdon et al., 2005, Chen et al., 2009). Consistent with the presumed anti-apoptotic function of elevated Δ99tp53, the MO-mediated KD did not cause more apoptosis at the late tailbud stage than was observed in the *t/t2* KO or any control condition as detected by terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) (Figure S3A).

In order to resolve the immune response into single MOs, including any fluorescent tag used for cell tracing, all MOs and the tracer sulforhodamine coupled to dextran were injected separately and compared with uninjected embryos (Figures 4A–4C and S3B). At a dose of 8 ng per embryo, which is 10 ng less than the dose used for *t/t2* MO mix or cMO in the original KD experiment, MOs with a GC content above 40% showed an elevated immune response as judged by the gene induction of *tp53*, *tp53inp1*, and *c3ar1* in late tailbud embryos. The *t* MO_transl_ with the highest GC content (65%) among all MOs used in this study triggered the strongest response followed by *t* MO_splice_ (52%) and *t2* MO_transl_ (48%). A dose of 8 ng of *t2* MO_splice_ (40%) and cMO (32%), as well as the tracer on its own, did not show any significant immunogenic properties in *X. tropicalis* embryos with respect to the induction of these genes.

**Figure 4:**
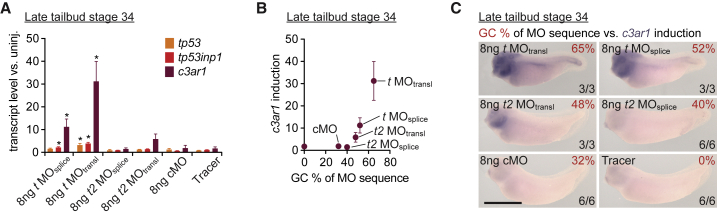
Intensity of Innate Immune Response Depends on GC Content of MO (A) Assigning the induction of immune response-related genes *tp53*, *tp53inp1*, and *c3ar1* to single splice- or translation-blocking MOs (MO_splice_ and MO_transl_) of the *t/t2* MO mix injected at 8 ng per embryo as well as to the cell lineage tracer sulforhodamine (coupled to dextran). The transcript fold change was determined at late tailbud stage by qRT-PCR (n = 4, mean ± SD). Two-tailed t test: ^∗^p ≤ 0.1. (B and C) *c3ar1* induction was increasing with the GC content of the injected MO as determined by qRT-PCR (n = 4, mean ± SD) and WMISH. Scale bar, 0.5 mm.

### Morpholinos Can Cause Off-Target Mis-splicing

The *Brachyury* phenotype-related and immune response BP signatures we observed were fairly robust. However, with the exception of some metabolic anomalies, which may provide orthogonal information (Mülleder et al., 2016) about the effects of transient or permanent loss of Brachyury protein (Figure 2D; Table S4), other genes with decreased transcript levels that were detected uniquely in *t/t2* null or in morphant embryos showed only weak and heterogeneous BP associations.

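Of the genes lowered by *t*/*t2* MOs alone, 907 had a biological process. Cellular amino acid metabolic process was directly assigned to 7 of them, among them *slc7a6*, *slc25a15* and *acy1.1* (named after their values were seen), against 1.97 expected from its 30 genes (3.56-fold, adjusted p = 0.0516 over 108 tests, one-sided Fisher's exact test). Of the 30 genes, 2 were raised by *t*/*t2* MOs. Generation of precursor metabolites and energy was assigned to 2 of 111 genes lowered in *t*/*t2* KO embryos alone, *adipoq* and *slc25a27*, against 0.289 expected (6.93-fold, adjusted p = 0.287, same exact test). Neither term passed an adjusted p of 0.05 with direct assignments.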

The large number of “mis-regulated” genes in morphants that lacked any significant BP communities prompted us to look into MO-specific off-target effects such as mis-splicing, which might affect transcript stability (Lykke-Andersen and Jensen, 2015). In contrast to MO-mediated inhibition of translation, a splicing defect should be readily detectable by the computational analysis of sequencing reads across at least two splice junctions (see d and cr_1-4_ in Figure 5A). The hybridization of an MO to a pre-mRNA splice site, such as the target donor site (d) of intron 1 of the *t* transcript, decreases canonical splicing while forcing intron retention or (partial) exon skipping due to increased alternative or cryptic splicing (cr_1_-cr_4_). Since the splice blocking MOs for *t* and *t2*, as well as the standard cMO from Gene Tools (cMO) contained at least seven consecutive bases perfectly matching the most frequently encountered canonical donor splice site in *Xenopus* (Figure 5B) and other vertebrate species, it seemed plausible that hybridization and interference with splicing could occur in an off-target manner. cMO was originally designed to block an aberrant donor splice site formed by the single-point (705T > G) mutation in the second intron of human β*-*globin that causes a blood disorder known as β-thalassemia (Kang et al., 1998).

**Figure 5:**
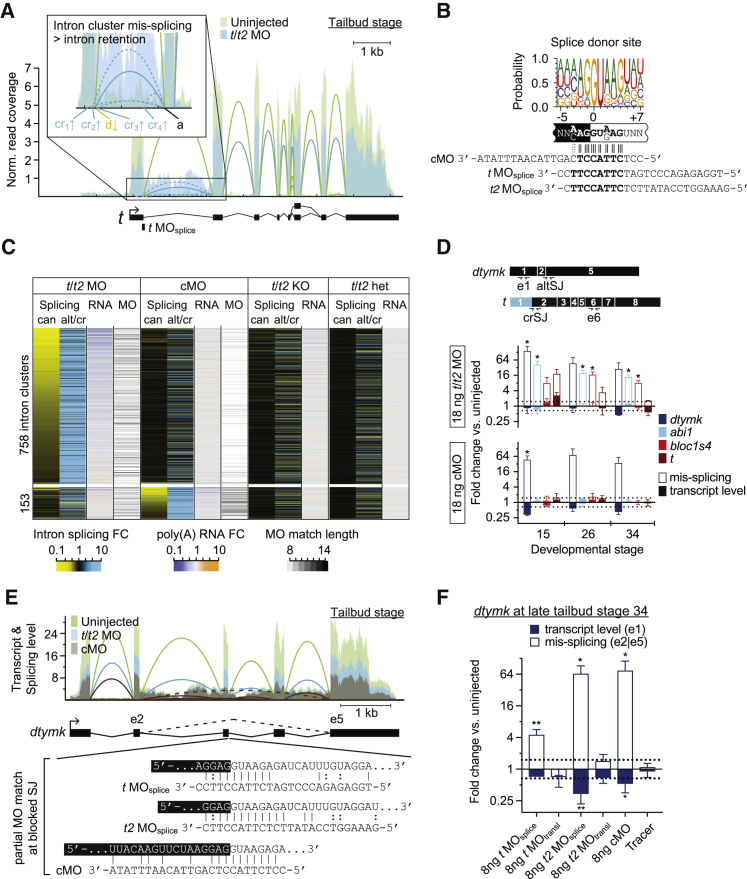
MOs Can Cause Off-Target Mis-splicing (A) Quantitative comparison of *t* transcript levels and splice junction usage between *t/t2* MO-injected and uninjected tailbud embryos in a superimposed Sashimi plot. Canonical and cryptic splicing are shown with solid and dashed lines, respectively. Magnification of the first intron indicates position and altered usage (see arrow after abbreviation for various splice sites) of splice junctions caused by the *t* donor splice-blocking MO (MO_splice_): a, acceptor splice site; d, canonical donor splice site; cr_1-4_, cryptic splice sites. (B) Consensus sequence of all canonical donor splice junctions detected in the transcriptome of *X. tropicalis* tailbud embryos and best alignment with control and donor splice-blocking MOs. (C) Seriated heatmap of differentially used intron clusters, transcript level changes, and MO match length at blocked splice junctions for indicated conditions compared with their uninjected controls. Selected intron clusters represent coupled splicing events that were inversely mis-regulated in either *t*/*t2* MO- or cMO-injected tailbud embryos: inhibition of canonical (can) splicing caused alternative or cryptic (alt/cr) splice sites to be used more frequently. Blocked splice sites, 758 in *t*/*t2* morphants and 153 control morphants, were observed with higher occurrences of reduced transcript levels (<67%; 165:54 and 19:1, respectively) and more consecutive MO base pairing (≥10; 92:26 and 49:2, respectively) than expected (n_obs_:n_exp_). (D) Temporal dynamics of mis-splicing (solid bar) and transcript (filled bar) fold changes (log_2_ scale) for transcripts *dtymk*, *abi1*, *bloc1s4*, and *t* in control (cMO) and *t/t2* morphants (*t/t2* MO) from neurula (stage 15) to mid-tailbud (stage 26) to late tailbud stage (stage 34). Mis-splicing was quantified by qRT-PCR (n = 3, mean ± SD) using forward primers that span alternative or cryptic splice junctions (altSJ/crSJ) as shown above the bar graph for *dtymk* and *t.* Cryptic splice junction shortens first exon of *t* (colored blue). Changes in transcript levels were determined at indicated exons (e). See Key Resources Table for the design of qRT-PCR primers. (E) Superimposed Sashimi plot of transcript *dtymk* whose splicing was affected by both cMO and *t/t2* MO at tailbud stage. Canonical and alternative (between exons 2 and 5) splicing are shown with solid and dashed lines, respectively. The blocked donor splice site featured partial matches of ≥8 consecutive bases with the MO_splice_ of *t* and *t2* as well as the cMO. The alignments show canonical Watson-Crick (vertical bar) and non-canonical wobble (colon) base pairing between the transcript and several MOs. (F) Confirmation of the alignment-based predictions in E by injecting single MOs or tracer sulforhodamine as indicated. Fold changes (log_2_ scale) to the alternative splicing and transcript level of *dtymk* were quantified by qRT-PCR (n = 4, mean ± SD). Two-tailed t test: ^∗^p < 0.1; ^∗∗^p < 0.01.

Using an annotation-free quantification method, 758 and 153 intron clusters were found (FDR ≤ 0.001%) to be differentially spliced in *t/t2* and control morphant embryos, respectively, compared with all other conditions including *t/t2* null embryos (Figure 5C; Table S5). Introns were clustered according to the common usage of splice sites (e.g., acceptor [a] site in Figure 5A). As expected, differential intron usage within a cluster showed increased alternative (alt) or cryptic (cr) splicing (Figure 5C and Table S5) at the expense of canonical (can) splicing with some clusters being affected by both *t*/*t2* MOs and cMO. The blocked splicing sites showed more consecutive base pairing with the injected MOs (Mann-Whitney U p value <2.2 × 10^−16^ for cMO and 7.8 × 10^−15^ for *t*/*t2* MOs; see legend for expected and observed numbers) and were more frequently associated with decreased transcript levels than randomly selected active splice sites (Mann-Whitney U p value <2.2 × 10^−16^ for both cMO and *t*/*t2* MOs). 

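The gene counts of the mis-spliced genes listed in Table S5 were followed in the same libraries that the paper used to find them. All 150 genes of the 153 intron clusters found in cMO embryos and all 691 genes of the 758 clusters found in *t*/*t2* MO embryos were in the count table and past the count filter. Relative to uninjected embryos, the 150 genes had a median level of 90.4% in cMO embryos, with 0 genes raised and 18 lowered, and none of 10000 random lists of the same size and abundance had a median as low. The 95% range of log2 medians of the random lists was -0.02 to 0.03, against a log2 median of -0.15. The 691 genes had a median level of 84.2% in *t*/*t2* MO embryos, with 3 raised and 150 lowered, and again 0 of 10000 random lists was as low (95% range -0.07 to -0.03). At or below 67% of uninjected embryos were 19 of the 150 genes (12.7%, against 0.606% of genes in the random lists) and 150 of the 691 (21.7%, against 7.00%). In *t*/*t2* MO embryos the 150 genes had a median log2 fold change of -0.09, against -0.03 for all genes past the count filter. The 691 genes had a median of 0.01 with cMO. In *t*/*t2* KO embryos the medians of the 150 and the 691 genes were 0.004 and -0.01. For both lists in their own morphants, limma's camera gave an adjusted p of 7.41e-23 and 1.33e-21 and limma's fry 1.1e-09 and 2.22e-12, and both also passed with an estimated correlation (adjusted p = 1.6e-05 and 1.02e-04, limma's camera). Read pairs were aligned to gene models, so that fragments across unannotated junctions or in retained introns may not have been counted. The random lists were matched in abundance alone, and the counts do not separate fewer transcripts from fewer countable fragments per transcript.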

Mis-spliced genes were not enriched for any GO term, suggesting that off-target MO hybridization was not preferentially affecting any biological function (data not shown). Four of these MO-enhanced splicing events, including the MO target gene *t*, were confirmed by qRT-PCR (Figure 5D) from mid-neurula to late tailbud stage using a forward primer that spanned an alternative or cryptic splice junction (altSJ or crSJ). cMO and *t*/*t2* MOs caused a 10–100× increase in *dtymk* transcripts without exons 3 and 4, while the whole transcript level measured at exon 1 (e1) dropped slightly (Figure 5D). cMO and *t/t2* MO_splice_ matched the blocked donor splice site of intron 3 of *dtymk* at ≥8 consecutive Watson-Crick base pairs (Figure 5E). 

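Summed over all its transcripts, *dtymk* (Xetro.I00837, scaffold 9, 45179596 to 45186161, 5 exons) fell to 35.2% ± 6.24 (SD, n = 6 clutch-by-stage pairs) of uninjected embryos with cMO, a log2 fold change of -1.51 (standard error 0.123, adjusted p = 1.4e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With *t*/*t2* MOs it fell to 57.8% ± 14.5 (SD, n = 6 pairs), a log2 fold change of -0.79 (standard error 0.121, adjusted p = 3.53e-05, same edgeR test). All 6 pairs were lower in both comparisons. The cMO level was 34.3% at stage 26 and 36.0% at stage 34. The *t*/*t2* MO level fell from 72.0% to 45.3% between the stages, a log2 difference of -0.67 (adjusted p = 0.0313, from 0.00765 to 0.333 over the alternatives, same edgeR test for the interaction). Counts of *dtymk* changed by -0.19 on the log2 scale in *t*/*t2* KO embryos (adjusted p = 0.38, same edgeR test). Fragments of every exon are added up in these values, so that they do not separate normal from exon-skipping transcripts. A transcript that skips exons can also yield fewer fragments, so that the fall in counts may overstate a fall in transcripts.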

Since wobble interactions between guanine and thymine or uracil show similar thermodynamic stabilities and superior conformational flexibilities to Watson-Crick base pairing (Varani and McClain, 2000), this putative hybridization length could increase to ≥10 (Figure 5E). Other transcripts showing *t*/*t2* MO-induced alternative splicing were *abi1* and *bloc1s4*. However, their transcript levels were little affected by MO injection (Figures 5D, S4A, and S4C). 

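In the libraries of both tailbud stages, *abi1* (Xetro.F01579, scaffold 6, 120453994 to 120505265, minus strand) had 131% ± 16.2 (SD, n = 6 clutch-by-stage pairs) of its uninjected level in *t*/*t2* MO embryos, higher in 6 of 6 pairs. The log2 fold change of 0.38 (standard error 0.0575, adjusted p = 2.88e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was below the 1.5-fold minimum. With cMO its level was 108% ± 8.94 (adjusted p = 0.463, same edgeR test). The *bloc1s4* gene is listed under its synonym *cno* (Xetro.F00697, scaffold 6, 51421648 to 51427804, minus strand). Its level was 92.4% ± 5.22 in *t*/*t2* MO and 91.5% ± 4.03 in cMO embryos (adjusted p = 0.186 and 0.396, same edgeR test, which does not use the pairing by clutch). With cMO it was lower in every clutch-by-stage pair. With *t*/*t2* MOs it was lower in every pair but that of frog D at stage 26.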

Intron 8 of *abi1* was retained in *t/t2* morphants, which coincided with a 21-bp alignment between *t2* MO_transl_ and the correspondent splice acceptor site containing 1 mismatch and 3 wobble positions (Figure S4A). The blocked spliced sites of the gene *bloc1s4* did not show any perfect alignment of ≥8 bp to any of the *t*/*t2* MOs (Figure S4C). However, as with many other detected mis-splicing events other intronic or exonic *cis*-regulatory splicing motifs more distant from the affected splice site might be blocked by off-target MO hybridization.

To corroborate some of our potential off-target sites, mis-splicing was quantified in tailbud embryos injected with single splice- or translation-blocking MOs, cMO, or the tracer moiety sulforhodamine coupled to dextran (Figures 5F, S4B, and S4D). As predicted, only MOs with partial matches at the blocked splice junctions of *dtymk* and *abi1* induced alternative splicing. However, predictions can be difficult, as shown by the gene example *bloc1s4*, which displayed alternative splicing in the presence of *t2* MO_transl_ without any obvious partial matches in close proximity of the blocked splice junction.

### Optimized Conditions Do Not Eliminate Morpholino Side Effects

Our re-analysis of public RNA-seq datasets (Campbell et al., 2016, Chung et al., 2014, Dichmann et al., 2015, Marlétaz et al., 2015, Noiret et al., 2016)—with the caveat that KO references were not available for these—reinforced that the immune response and mis-splicing were likely common side effects of MO-mediated KDs in *Xenopus* embryos (Figure 6). The strength of immune response as inferred from the transcriptional induction of *c3ar1*, *tp53inp1*, and *tp53* increased with developmental progression as well as the GC content and the amount of the injected MO (Figure 6A). The comparison of mis-splicing defects induced by the cMO between early neurula (Marlétaz et al., 2015) and tailbud (this study) embryos confirmed the strong correlation with cMO-complementary sequence at blocked splice junctions (e.g., donor splice site of intron 3 of *dtymk*) and suggested that these off-target effects accumulate over time as more genes are transcribed (Figures 6B and 6C).

**Figure 6:**
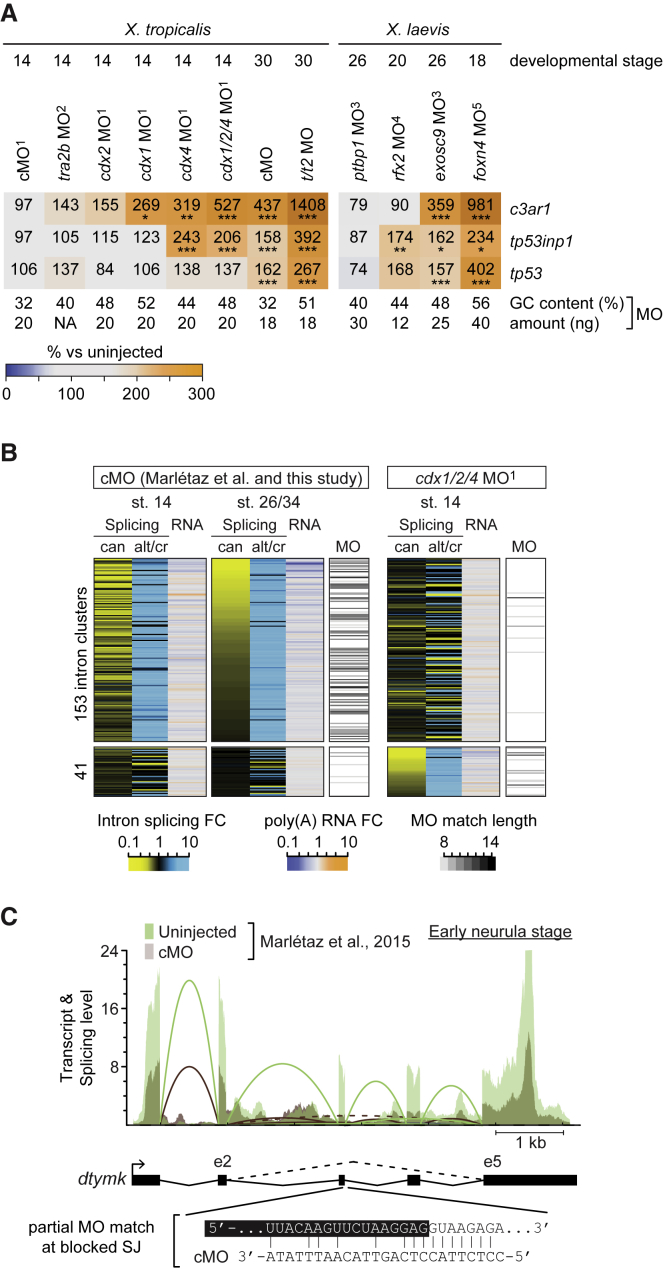
Analysis of Public RNA-Seq Datasets Substantiates Identified MO Side Effects Superscripts refer to the published datasets used in this study: ^1^Marlétaz et al., 2015; ^2^Dichmann et al., 2015; ^3^Noiret et al., 2016; ^4^Chung et al., 2014; and ^5^Campbell et al., 2016. (A) Heatmap of MO-induced transcriptional mis-regulation (%, percentage compared with uninjected embryos) of *c3ar1* (*c3ar1.L*), *tp53inp1* (*tp53inp1.L*), and *tp53* (*tp53.L*) in *X. tropicalis* and *X. laevis* (gene names in brackets) embryos at indicated developmental stages. Asterisks indicate statistical significance: ^∗^FDR ≤10%; ^∗∗^FDR ≤1%; and ^∗∗∗^FDR ≤0.1%. The (average) GC content and dosage of MO(s) are listed below the heatmap. (B) Seriated heatmap of splice/transcript levels and MO match length at blocked splice junctions for MO-injected embryos compared with their uninjected controls. Selected intron clusters represent coupled splicing events that were inversely mis-regulated in embryos injected with cMO (153 intron clusters at tailbud stage) or the *cdx1/2/4* MO mix (41 intron clusters at neurula stage): inhibition of canonical (can) splicing caused alternative or cryptic (alt/cr) splice sites to be used more frequently. Intron cluster-specific heatmap rows were sorted by the mis-regulation of canonical splicing in morphants. (C) Superimposed Sashimi plot of transcript *dtymk* whose splicing was affected by cMO at early neurula stage (data from Marlétaz et al., 2015). Canonical and alternative (between exons 2 and 5) splicing are shown with solid and dashed lines, respectively. The blocked donor splice site of intron 3 contains 10 consecutive bases perfectly complementary to sequence of the cMO.

Various approaches have been either suggested or used to mitigate MO side effects, including co-injecting *tp53* MO to attenuate apoptosis or increasing incubation temperature to reduce off-target MO hybridization (Eisen and Smith, 2008, Robu et al., 2007). We refrained from interfering with *tp53* because of its essential role in stabilizing the genome (Khoury and Bourdon, 2010, Lane, 1992). Here, we increased the incubation temperature or reduced the MO dose or both in an effort to minimize MO side effects while retaining the *Brachyury* phenotype (Figure 7). Increasing the incubation temperature from 22°C to 28.5°C did not significantly reduce the transcriptional immune response (*tp53*, *tp53inp1*, and *c3ar1*) or off-target mis-splicing (*dtymk*, *abi1*, and *bloc1s4*) in *t/t2* morphants irrespective of the dose of 4.5 or 18 ng of the *t/t2* MO mix per embryo (Figures 7A–7C and S5A). Nevertheless, higher incubation temperatures could have some overall effects on MO stringency, as the lower dose of 4.5 ng of the *t/t2* MO mix per embryo was more efficient at blocking Brachyury-dependent genes at 28.5°C than at 22°C (see white arrowheads in Figure 7B). It is plausible that less off-target hybridization at higher temperatures made more MO oligomers available for the *Brachyury* KD. The 4-fold reduction of the MO dose slightly reduced mis-splicing and recovered some of the transcript loss of *dtymk* and *bloc1s4* (Figure 7C). Yet, it did not lower excessive gene activation of *tp53*, *tp53inp1*, and *c3ar1* (Figure 7A).

**Figure 7:**
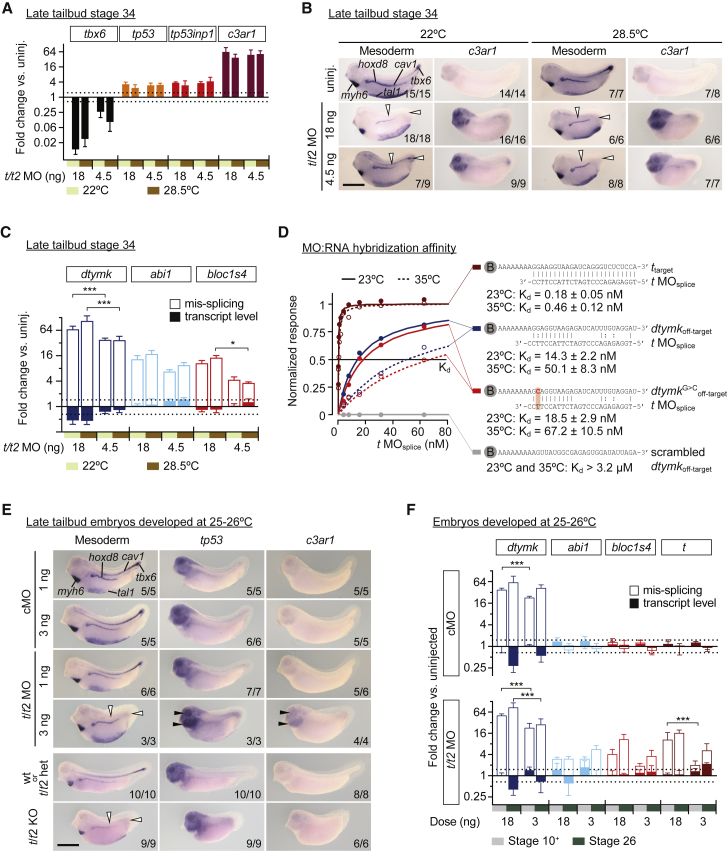
Optimizations of KD Conditions Can Reduce but Fail to Eliminate MO Side Effects (A–C) Fold changes to transcript levels and alternative splicing under different doses of the *t/t2* MO mix (4.5 or 18 ng) and incubation temperatures (22°C or 28.5°C) were quantified at late tailbud stage by qRT-PCR (n = 4, mean ± SD) or WMISH. Two-way ANOVA test: ^∗^p < 0.1; ^∗∗∗^p < 0.001. (A) Transcriptional mis-regulation (log_2_ scale) of the Brachyury target gene *tbx6* and of MO side effect genes *tp53*, *tp53inp1*, and *c3ar1*. (B) Multi-probe WMISH for various mesoderm cell lineage and derivative markers (*cav1*, notochord; *hoxd8*, pronephros; *myh6*, heart; *tal1*, ventral blood island; *tbx6*, paraxial mesoderm) and single WMISH for the immune response-related gene *c3ar1*. White arrowheads point to the expression domains of *tbx6* and *cav1* that were not maintained in embryos without functional Brachyury. (C) Fold changes (log_2_ scale) to the alternative splicing (solid bar) and transcript level (filled bar) of the “off-target” genes *dtymk*, *abi1*, and *bloc1s4*. (D) Measurements of the hybridization affinity (equilibrium dissociation constant K_d_) between *t*_splice_ MO and target or off-target (including a point-mutant and a scrambled version) RNA oligonucleotides at 23°C and 35°C using biolayer interferometry (normalized instrument response versus MO concentration). The off-target sequence was derived from the most likely blocked site causing *dtymk* mis-splicing (see Figure 5E). (E) Multi-probe WMISH for various mesoderm cell lineage and derivative markers and single WMISH for the immune response related genes *tp53* and *c3ar1* in various late tailbud embryos developed at 25°C–26°C. Injection of the *t/t2* MO mix at 3 ng per embryo (3-fold above an inefficient dose of 1 ng) caused KO-like loss of *tbx6* and *cav1* expression domains, as indicated by white arrowheads, while keeping immune response at minimum. (F) Dosage-dependent effects on mis-splicing and transcript fold changes (log_2_ scale) in cMO- and *t/t2* MO-injected versus uninjected embryos quantified by qRT-PCR at early gastrula (st. 10^+^) and mid-tailbud (st. 26) stage (n = 3, mean ± SD). One-way ANOVA test: ^∗∗∗^p < 0.001. Scale bars, 0.5 mm (B and E).

Finally, while 10–20 ng of MOs is frequently used in *X. tropicalis* to elicit gene KD (Bogdanović et al., 2016, Gentsch et al., 2013, Nakamura et al., 2016, Yasuoka et al., 2014), we found by serial dilution that the effective dose of the *t/t2* MO mix could be reduced by about 6-fold to ∼3 ng per embryo (i.e., ∼750 pg per MO) at 25°C to 26°C (Figures 7E, S5B, and S5C). This considerably reduced excessive activation of *c3ar1*, *tp53*, and *tp53inp1*, although some overexpression could still be detected in the eye and the pharyngeal arches (see black arrowheads in Figure 7E). However, this low MO dose still failed to strongly mitigate aberrant splicing detected as early as the onset of gastrulation (Figure 7F). Moreover, the reduction of the *t/t2* MO dose lowered mis-splicing equally in both target *t* transcripts and in off-target transcripts such as *dtymk*, *abi1*, and *bloc1s4* (Figure 7F)*.* Thus, decreasing MO dose to a level that still retained the phenotype was able to reduce, but not abolish, MO-mediated immune response or off-target splicing defects.

While the immune response could be further moderated by re-designing MOs with lower GC contents, the off-target effects seemed unavoidable. This prompted us to quantify the binding affinities between the *t*_splice_ MO and its canonical target and one of its putative off-target sites in *dtymk* causing alternative splicing (Figure 7D; Table S6). Primarily this was a comparison of the hybridization strength generated by 25 (target) and 8 (off-target) consecutive Watson-Crick base pairings. At both 23°C and 35°C biolayer interferometry yielded a ∼100-fold lower affinity for the off-target than the canonical target RNA sequence: the MO concentrations at which half of the canonical sites were hybridized (equilibrium dissociation constant K_d_) were ∼14.3 and ∼50.1 nM versus ∼0.18 and 0.46 nM, respectively. The off-target affinities were comparable with that of the sequence-specific transcription factor Brachyury for its canonical DNA binding motif (Gentsch et al., 2013). Furthermore, wobble base pairing, here in the form of G:T, could contribute to the stability of hybridization as a G-to-C transversion increased the K_d_ by ∼30%. No affinity was detected between a scrambled version of the off-target RNA sequence and the *t*_splice_ MO. These off-target K_d_ values were about 10-fold below the minimal concentration required to produce a *t*/*t2* KO-like phenotype, which was ∼300 nM based on 0.75 ng of the *t*_splice_ MO being injected as part of the *t*/*t2* MO mix into a *X. tropicalis* zygote with a diameter of 0.8 mm. Therefore, we also conclude from a kinetic point view that these off-target effects are probably inevitable under physiological conditions.

## Discussion

Using TALEN technology, we generated *t*^*–/+*^*t2*^*+/−*^ *X. tropicalis* frogs, a double heterozygous line from which *Brachyury* null mutants were derived. This genetic KO was compared on a transcriptome-wide level with a previously validated MO-mediated KD (Gentsch et al., 2013). The main objective of this study was to ask whether morphants with KO-like characteristics are suitable for molecular profiling, since genetic null mutants may not be readily available in sufficient quantities or cannot be generated for other reasons (see Introduction). A gross comparison of the morphology and various mesoderm cell lineage markers showed no apparent differences between null mutants and morphants: In both cases—irrespective of the method of genetic interference—the loss of Brachyury proteins disrupted tissue-specific gene expression in the mesoderm and caused a severe truncation of the tail. This is consistent with previous observations in *Xenopus* (Gentsch et al., 2013) and other vertebrate embryos (Chesley, 1935, Grüneberg, 1958, Halpern et al., 1993, Martin and Kimelman, 2008, Schulte-Merker et al., 1994, Yamaguchi et al., 1999, Yanagisawa et al., 1981). However, a deeper analysis of the poly(A) transcriptome revealed that, while KO and KD equally affected the same neuromesodermal genes, including functional Brachyury targets, morphants differed significantly from their genetic counterparts. This was due to at least two different kinds of side effect observed with both *t/t2* MOs and the standard cMO.

### Innate Immune Response against MOs

No immune stimulatory activity, such as interferon production or B cell activation has yet been attributed to MOs, in part because of their neutral chemistry (Moulton, 2016, Summerton, 2007). However, we show here that MOs can trigger such a response in *Xenopus* embryos, as judged by the perturbation of ∼650 genes associated with the innate immune system. A spatiotemporal analysis of a few immune response related genes suggests that all embryonic cells are sensitive to MOs in this respect. This cell-intrinsic reaction was first detected during neurulation and intensified during axial elongation. The list of induced genes includes sensors, transducers, and effectors of innate immunity (Liu and Cao, 2016, Reis E Sousa, 2017, Takeuchi and Akira, 2010), suggesting that MOs are recognized by PRRs, such as specific TLRs, which induce NF-κB transcription factors and MAP kinases through the TLR signal mediator MyD88. These in turn activate the complement component system and release pro-inflammatory cytokines and protective molecules such as Δ99tp53. We suggest that this MO-induced immune response might generate non-specific abnormalities, especially in later development and in tissues and organ systems that co-opt signaling and gene regulatory networks from the immune system, such as the migrating neural crest and the cardiovascular and nervous systems. We note that the immune response appeared stronger for *t*/*t2* MOs than cMO, suggesting that, for transcriptional analyses and other molecular profiling techniques, the use of a cMO for comparisons is not enough to prevent erroneous results. We found that this discrepancy in immune reaction intensity was probably based on the higher GC content of *t*/*t2* MOs, in particular that of *t* MO_transl_ (65%) compared with cMO (32%). This is reminiscent of the immune response against unmethylated CpG DNA, a pathogen-associated physical pattern of bacteria and viruses being recognized by TLR9 in B cells and plasmacytoid dentritic cells (Hemmi et al., 2000, Krieg et al., 1995). Our study suggests that *Xenopus* post-gastrula embryos have similar immunological capacities *nota bene* in the absence of any specialized immune cells.

### MO Off-Target Splicing Defects

MO off-target effects have previously been estimated to be rare, because 13–15 contiguous base matches (the minimum inactivating length, or MIL) have been thought to be necessary between the MO and RNA in order that splicing or translation be affected (Summerton, 1999, Summerton, 2003, Summerton, 2007). However, we detected hundreds of alternative or cryptic splice events that were probably due to the MO-mediated interference with the spliceosome-recognizing core RNA motifs of the splice or branchpoint sites or with auxiliary splicing factors binding additional pre-mRNA *cis*-acting sequences such as splicing enhancers or silencers (Scotti and Swanson, 2016). The branchpoint initiates splicing by forming an intron lariat with the 5′ end of the intron and determines the location of the acceptor splice site, which is normally located <50 bases 3′ of the branchpoint (Mercer et al., 2015). Mutations at branchpoint or splice sites can cause mis-splicing and are associated with various human genetic diseases like β-thalassemia or several muscular dystrophies (Scotti and Swanson, 2016, Singh and Cooper, 2012). There are at least three reasons that a higher rate of aberrant splicing in morphants might occur.

First, because the standard cMO as well as our target-specific splice-blocking MOs happened to match the most frequently encountered canonical donor splice motif in *Xenopus* and other vertebrates, they were more likely to show splice-related off-target effects. This would also include MOs targeting canonical acceptor splice sites which share similar sequence conservation (Scotti and Swanson, 2016). However, we show that splicing defects occur with all MOs tested, including translation-blocking MOs. Second, effective hybridization can tolerate a few interspersed mismatches between the MO and RNA (Kamachi et al., 2008). We confirm that non-canonical base pairing between guanine and thymine can stabilize hybridization (Moulton, 2017, Varani and McClain, 2000). These imperfect interactions including mismatches have also been observed between several small non-coding RNA species and mRNA transcripts (Martin et al., 2014, Mercer et al., 2015). Third, experimental *in vivo* conditions such as lower temperatures and higher MO molarities could reduce stringency (Coffman et al., 2004, Eisen and Smith, 2008). The MIL was determined in a cell-free translation system with 300 nM MO at 37°C (Summerton, 2003), while zebrafish and *X. tropicalis* embryos are routinely raised with higher MO concentrations at 22°C to 30°C. However, our *in vivo* experiments show that an increase of more than 6°C does not effectively alleviate mis-splicing, which is in accordance with the *in vitro* hybridization kinetics measured at 23°C and 35°C. MOs avidly hybridize off-target RNA oligonucleotides with a complementary sequence of only 8 consecutive bases at a concentration that is substantially lower than the absolute minimum of ∼300 nM per MO required to produce a *t/t2* KO-like phenotype. As a result, widespread off-target MO hybridization across the entire transcriptome explains why despite their high affinity for the target sequence (∼200 pM) MOs have to be injected in >1,000-fold excess to achieve an efficient KD.

MO-induced aberrations in splicing might affect transcript stability by removing or adding regulatory elements, perhaps by inducing usage of an alternative final exon or by introducing premature translation stop codons, which could subject the mis-spliced transcript to nonsense-mediated decay (Lykke-Andersen and Jensen, 2015). The number of MO off-target effects will be higher than we find here, because so far we have only investigated splicing, and left MO-induced defects in transcript stability and translation unexplored. This might be further analyzed by profiling poly(A) tails and ribosome footprints (Subtelny et al., 2014). It was beyond the scope of this study to predict off-target effects on a global scale. Several parameters seem likely to be important for modeling this: alignment stringency with regard to MIL including the allowance of wobble base pairing or mismatches, MO positioning on the transcript, MO molarity and temperature of hybridization.

### Mitigation of MO Side Effects

We found that by reducing the MO dose its side effects—that is the immune response and off-target splicing defects—could be somewhat alleviated while retaining the *Brachyury* phenotype. With regard to the immune reaction, we estimate that most of it could be avoided by designing MOs with a GC content of ≤40% and performing MO dosage optimization. Unfortunately, these measurements including the elevation of the incubation temperature were not effective in neutralizing mis-splicing. This is in line with the high affinity of MO off-target hybridization measured *in vitro*. Nevertheless, maximal temperatures are desirable, as less MO was required for an efficient *Brachyury* KD at 28.5°C compared with 22°C. This is possibly because more MO oligomers were released from low-stringency hybridization and became available for primary gene interference. Our kinetic and transcriptional study suggests that MO side effects are likely even in the absence of any obvious macro- or microscopic deviations from a null phenotype, which is still considered the golden standard for MO use (Stainier et al., 2017). These side effects may be lower in pre-midblastula transition embryos as transcriptional/post-transcriptional regulation are not as pervasive as in later development.

Given the persistence of MO side effects, one may contemplate whether they could be discriminated *in silico* from the molecular changes causing the loss-of-function phenotype. In our case these MO side effects appear orthogonal to the BP under investigation, which is the perturbation of the neuromesodermal cell trajectory. However, we would refrain from using an MO-mediated KD to explore BPs related to the MO side effects such as alternative splicing or immune-related signaling pathways. In any case, the standard cMO is inappropriate for differential expression analysis as it creates its own sequence-specific off-target effects and may not be as immunogenic as the target MO due to its exceptionally low GC content. We recommend the use of uninjected embryos instead, and keeping the GC content and dosage of the target MO as low as possible to reduce MO side effects and any potential developmental delays. We conclude that, despite a superficial agreement with the KO phenotype, the deep molecular profiling of morphants requires careful attention with regard to MO-mediated immunogenic and off-target effects. These anomalies might also have far-reaching deleterious consequences when considering applying MOs therapeutically to correct human genetic splicing defects (Cirak et al., 2011, Mendell et al., 2013, Scotti and Swanson, 2016, Summerton, 2017).

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-HA	Sigma	Cat#H9658; RRID: AB_260092
Mouse monoclonal anti-c-Myc	Sigma	Cat#M5546; RRID: AB_260581
Mouse monoclonal anti-α-tubulin	Sigma	Cat#T5168; RRID: AB_477579
Anti-mouse IgG (H+L) horse radish peroxidase conjugate	Thermo Fisher Scientific	Cat#31430; RRID: AB_228307
Fab fragments from polyclonal anti-digoxigenin conjugated to alkaline phosphatase	Roche	Cat#11093274910; RRID: AB_514497

**Chemicals, Peptides, and Recombinant Proteins**		

PhosphoSafe extraction buffer	Merck	Cat#71296
complete EDTA-free protease inhibitors	Roche	Cat#11873580001
TRIzol	Thermo Fisher Scientific	Cat#15596018
digoxigenin-11-UTP	Roche	Cat#11277065910
RiboLock RNase inhibitor	Thermo Fisher Scientific	Cat#EO0381
4-Nitro-blue tetrazolium chloride (NBT)	Roche	Cat#11383213001
5-Bromo-4-chloro-3'-indolyphosphate (BCIP)	Roche	Cat#11383221001
digoxigenin-11-dUTP	Roche	Cat#11558706910

**Critical Commercial Assays**		

mMessage mMachine T3 Transcription kit	Thermo Fisher Scientific	Cat#AM1348
mMessage mMachine SP6 Transcription kit	Thermo Fisher Scientific	Cat#AM1340
TruSeq RNA Library Prep Kit v2	Illumina	Cat#RS-122-2001
KAPA HiFi HotStart ReadyMix	Kapa Biosystems	Cat#KK2602
TOPO TA cloning kit	Thermo Fisher Scientific	Cat#K4500
Zero-Blunt TOPO cloning kit	Thermo Fisher Scientific	Cat#K2800
Directional pENTR/TOPO cloning kit	Thermo Fisher Scientific	Cat#K2400
Turbo DNase	Thermo Fisher Scientific	Cat#AM2238
proteinase K	Thermo Fisher Scientific	Cat#AM2548
SP6 RNA polymerase	Roche	Cat#11487671001
T7 RNA polymerase	Roche	Cat#10881767001
Terminal deoxynucleotidyl transferase	Thermo Fisher Scientific	Cat#EP0161
RNase H minus and point-mutant M-MLV reverse transcriptase	Promega	Cat#M3681
SYBR Green I master mix	Roche	Cat#04707516001

**Deposited Data**		

Raw sequencing data (FASTQ)	This study	GEO: GSE96655

**Experimental Models: Organisms/Strains**		

*Xenopus tropicalis t*^*e1.2D/+*^	This study	EXRC: https://xenopusresource.org
*Xenopus tropicalis t*^*e1.2D/+*^*t2*^*e3.7D/+*^	This study	EXRC: https://xenopusresource.org

**Oligonucleotides**		

Sulforhodamine-tagged morpholino, *t* MO_splice_: TGGAGAGACCCTGATCTTACCTTCC	GeneTools	Gentsch et al., 2013
Sulforhodamine-tagged morpholino, *t* MO_transl_: GGCTTCCAAGCGCACACACTGGG	GeneTools	Gentsch et al., 2013
Sulforhodamine-tagged morpholino, *t2* MO_splice_: GAAAGGTCCATATTCTCTTACCTTC	GeneTools	Gentsch et al., 2013
Sulforhodamine-tagged morpholino, *t2* MO_transl_: AGCTGTGCCTGTGCTCATTGTATTG	GeneTools	Gentsch et al., 2013
Untagged morpholino, standard control MO: CCTCTTACCTCAGTTACAATTTATA	GeneTools	N/A
Biotin-tagged *t*_target_ RNA: [Btn]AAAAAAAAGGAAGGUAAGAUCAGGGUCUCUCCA	IDT	This study
Biotin-tagged *dtymk*_off-target_ RNA: [Btn]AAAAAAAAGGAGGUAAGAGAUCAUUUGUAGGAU	IDT	This study
Biotin-tagged *dtymk*^G>C^_off-target_ RNA: [Btn]AAAAAAAAG**C**AGGUAAGAGAUCAUUUGUAGGAU	IDT	This study
Biotin-tagged scrambled *dtymk*_off-target_ RNA: [Btn]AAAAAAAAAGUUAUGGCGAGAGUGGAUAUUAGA	IDT	This study
Genotyping *t* (exon 1), forward and reverse primer: AATCAGAGGAAGAGCTGCTG, CATTGGTGAGCTCCTTGAAC	Sigma	This study
Genotyping *t2* (exon 3), forward and reverse primer: TCACATCATTAAAATAGTGGCCTGCT, TCCATGAAATGTGAATTGTGGGCT	Sigma	This study
Cloning *t* and *t*^e1.2D^ for N-terminal tagging, forward and reverse primer: CACCATGAGTGTAAGTGCCACCGAGA, TTAGATTGACGGCGGTGCAAC	Sigma	This study
Cloning *t* and *t*^e1.2D^ for C-terminal tagging, forward and reverse primer: CACCATGAGTGTAAGTGCCACCGAGA, GATTGACGGCGGTGCAACTG	Sigma	This study
Cloning *t2* for N-terminal tagging, forward and reverse primer: CACCATGAGTACAGGAACAGCTG, CTATAATGATGGAGGTGTCACAGA	Sigma	This study
Cloning *t2* for C-terminal tagging, forward and reverse primer: CACCCAGAAGAGGCATCAGCAATAC, TAATGATGGAGGTGTCACAGAAG	Sigma	This study
Cloning *t2*^e3.7D^ for N-terminal tagging, forward and reverse primer: CACCATGAGCACAGGCACAGCTGAGA, CTATAATGATGGAGGTGTCACAGA	Sigma	This study
Cloning *t2*^e3.7D^ for C-terminal tagging, forward and reverse primer: CACCATGAGCACAGGCACAGCTGAGA, TAATGATGGAGGTGTCACAGAAGC	Sigma	This study
Generating *c3ar1 in situ* probe template (1,020 bp), forward and reverse primer: GAGAGAGTGCCCGTTACAGC, ATGAGGCAGTTTGTGCCAAG	Sigma	This study
Generating *tp53 in situ* probe template (999 bp), forward and reverse primer: TGTGGAGTCTGTTGCCTGAC, CCAGCAGCTTCTTTCCTTTC	Sigma	This study
Generating *tp53inp1 in situ* probe template (1,002 bp), forward and reverse primer: TCGTCTACCTCACCCGTTTC, TGCAAGTCGCTCTGCTACTC	Sigma	This study
RT-qPCR for *abi1* (exon 1), forward and reverse primer: CGGGTGTGGACTTAGCTGTT, CGGGGATCTCCTCCTCTAGT	Sigma	This study
RT-qPCR for *abi1* (ˆ, joining exon 7 and 11 by alternative splicing), forward and reverse primer: TATTGGACAAGˆTTGCGGACA, GGAGGTGGAGGAGGAGAATC	Sigma	This study
RT-qPCR for *bloc1s4* (exon 1 to 2), forward and reverse primer: CCAGTCTCCTGACCGAAGAG, AATCTCTGCATTTCCGCTGT	Sigma	This study
RT-qPCR for *bloc1s4* (ˆ, joining exon 4 and 6 by alternative splicing), forward and reverse primer: TGCTTGAGˆAAACAAACACCTG, CTGCTGCTGGGAAAGAAATC	Sigma	This study
RT-qPCR for *c3ar1* (exon 1 to 2), forward and reverse primer: TTGATGGTCAGGAGACAGAGG, CGTCCCATTCCTGATATTGC	Sigma	This study
RT-qPCR for *dtymk* (exon 1), forward and reverse primer: TGCGAGGTGCTTTAATTGTG, CTTGTAACCCCGCTCTTTCA	Sigma	This study
RT-qPCR for *dtymk* (ˆ, joining exon 2 and 5 by alternative splicing), forward and reverse primer: CGCTGGGAACAAGTˆCTCATT, TCGGTTTATCTTTGGCATCC	Sigma	This study
RT-qPCR for *odc1*, forward and reverse primer: GGGCAAAAGAGCTTAATGTGG, CATCGTGCATCTGAGACAGC	Sigma	Gentsch et al., 2013
RT-qPCR for *t* (exon 1 to 2), forward and reverse primer: CCTGTGGATGAGGTTCAAGG, CACGCTCACCTTTAGAACTGG	Sigma	Gentsch et al., 2013
RT-qPCR for *t* (exon 6), forward and reverse primer: TCTTTATGTTCGCCCAATCC, CGAGCGGTGGTTTCTTAGAG	Sigma	This study
RT-qPCR for *t* (ˆ, joining exon 1 and 2 by cryptic splicing), forward and reverse primer: GAGCTGAAGˆGCGAATGTTTC, TTGTCAGCTGCCACAAAATC	Sigma	This study
RT-qPCR for *t2*, forward and reverse primer: CACAAGCCATTCATTTCCAG, TCTTTGGCATCAAGGAAAGC	Sigma	Gentsch et al., 2013
RT-qPCR for *tbx6*, forward and reverse primer: ACCTCCTACGGGATGAGACC, AACAGCCCATCAAACCTCTG	Sigma	Gentsch et al., 2013
RT-qPCR for *tp53*, forward and reverse primer: GGATCGTCGCACAGAAGAAG, AAGTGGAGGGTCACTGGATG	Sigma	This study
RT-qPCR for *tp53inp1*, forward and reverse primer: CACAGGATATAAAGCGACCAAAG, GTGTAGCAAGGTGGCACAAG	Sigma	This study

**Recombinant DNA**		

*t* TALEN	Cellectis Bioresearch	N/A
*t2* TALEN	This study	N/A
Golden Gate TALEN and TAL Effector Kit 2.0	Cermak et al., 2011	Addgene: goldengatev2
*t2* cDNA clone	Source BioScience	IMAGE 5307982
RCIscript-GoldyTALEN plasmid	Carlson et al., 2012	Addgene: 38142
N-terminal 3xHA pCS2+ destination vector	Nigel Messenger	Smith lab
C-terminal 3xHA pCS2+ destination vector	Nigel Messenger	Smith lab
myc-tagged *fam83g* pCS2+	Kevin Dingwell	Smith lab
*X. laevis* tp53 pCS105	Cordenonsi et al., 2007	N/A
*X. laevis actc1* pSP21	Mohun et al., 1984	N/A
*X. tropicalis cav1* pExpress1	Gentsch et al., 2013	IMAGE: 7024946
*X. tropicalis c3ar1* pCRII-TOPO	This study	N/A
*X. tropicalis hoxd8* pCR2.1-TOPO	Gentsch et al., 2013	N/A
*X. tropicalis myh6* pCRII-TOPO	Abu-Daya et al., 2009	N/A
*X. laevis tal1* pGEM-7Zf+	N/A	EXRC
*X. laevis tbx6* pBluescript KS-	Uchiyama et al., 2001	N/A
*X. tropicalis tp53* pCRII-TOPO	This study	N/A
*X. tropicalis tp53inp1* pCRII-TOPO	This study	N/A

**Software and Algorithms**		

TAL Effector Nucleotide Targeter 2.0	Cermak et al., 2011, Doyle et al., 2012	https://tale-nt.cac.cornell.edu
Bowtie2 v2.1.0	Langmead and Salzberg, 2012	http://bowtie-bio.sourceforge.net/bowtie2
Tophat v2.0.10	Kim et al., 2013	https://ccb.jhu.edu/software/tophat
STAR v2.5.2a	Dobin et al., 2013	https://github.com/alexdobin/STAR
Samtools v1.3.1	Li et al., 2009	http://www.htslib.org
RSeQC v2.6.4 (Python)	Wang et al., 2012	http://rseqc.sourceforge.net
IGV genome browser v2.3.92	Robinson et al., 2011	http://software.broadinstitute.org/software/igv/
HOMER v4.8.3	Heinz et al., 2010	http://homer.ucsd.edu/homer/index.html
LeafCutter v1.0 (Python/R package)	Li et al., 2018	https://github.com/davidaknowles/leafcutter
splAdder v1.0 (Python)	Kahles et al., 2016	https://github.com/ratschlab/spladder
Julia: Bio.Seq module	BioJulia Project	https://github.com/BioJulia
HTSeq-count v0.5.4p3 (Python)	Anders et al., 2015	http://www-huber.embl.de/HTSeq/doc/count.html
DESeq2 v1.14.1 (Bioconductor package)	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
limma v3.30.13 (Bioconductor package)	Ritchie et al., 2015	https://bioconductor.org/packages/release/bioc/html/limma.html
edgeR v3.16.5 (Bioconductor package)	Robinson et al., 2010	https://bioconductor.org/packages/release/bioc/html/edgeR.html
GOstats v2.40.0 (Bioconductor package)	Falcon and Gentleman, 2007	https://bioconductor.org/packages/release/bioc/html/GOstats.html
GSEABase v1.36.0 (Bioconductor package)	Morgan et al., 2017	http://bioconductor.org/packages/release/bioc/html/GSEABase.html
igraph v1.0.1 (R package)	Csárdi and Nepusz, 2006	https://cran.r-project.org/web/packages/igraph/index.html
seriation v1.2-1 (R package)	Hahsler et al., 2008	https://cran.r-project.org/web/packages/seriation/index.html
Matching v4.9-2 (R package)	Sekhon, 2011	https://cran.r-project.org/web/packages/Matching/index.html
R v3.3.1	The R Foundation	https://www.r-project.org
Bioconductor v3.5	Bioconductor	http://www.bioconductor.org
Perl v5.18.2	The Perl Foundation	https://www.perl.org
Python v2.7.12	Python Software Foundation	http://www.python.org
Julia v0.5	The Julia Community	https://julialang.org

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, James C. Smith ().

### Experimental Model and Subject Details

#### Xenopus

Standard procedures were used for ovulation, fertilization, and manipulation and incubation of embryos (Khokha et al., 2002, Sive et al., 2000). Embryos were staged according to Nieuwkoop and Faber (1994). All *Xenopus* work complied fully with the UK Animals (Scientific Procedures) Act 1986 as implemented by the Francis Crick Institute.

### Method Details

#### TALEN Design and Production

Plasmids encoding the *t* targeting TALEN pair were purchased from Cellectis Bioresearch (France). The repeat-variable diresidues (RVDs) of the left (NG-HD-NG-HD-NI-NN-HD-NN-HD-NG-NN-NG-NN-NN-NI-NG) and the right (HD-HD-HD-HD-HD-NG-NG-HD-NG-HD-NN-HD-NG-NN-HD-NG) TALEN target the genomic DNA sequence 5’-TTCTCAGCGCTGTGGAG-3’ (*X. tropicalis* genome assembly v9.0, Chr05:58,625,117-58,625,133) and 5’-TCCCCCTTCTCGCTGCC-3’ (Chr05:58,625,085-58,625,085-58,625,101), respectively. The *t2* targeting TALEN pair was designed using TAL Effector Nucleotide Targeter 2.0 software (Cermak et al., 2011, Doyle et al., 2012) and constructed using the Golden Gate TALEN and TAL Effector Kit 2.0 (Cermak et al., 2011) (Addgene goldengatev2). The RVDs of the left (HD-NN-NG-NG-NN-HD-NI-NG-NI-NI-NN-NG-NI-NG-NN-NI-NI-HD-HD-HD) and right (NG-NG-HD-NG-NN-NG-NN-NN-NG-HD-HD-HD-HD-HD-NI-NI-HD-NG-HD-NG) *t2* TALEN target genomic DNA sequence 5’-CGTTGCATAAGTATGAACCC-3’ (Chr05:58,584,630-58,584,649) and 5’-AGAGTTGGGGGACCACAGAA-3’ (Chr05:58,584,595-58,584,614), respectively. The RCIscript-GoldyTALEN plasmid (Carlson et al., 2012) (Addgene, Cat#38142) was used as the destination vector to synthesize TALEN mRNA. TALEN mRNA was transcribed from linearized plasmids using the mMessage mMachine T3 Transcription kit (Thermo Fisher Scientific, Cat#AM1348).

#### Morpholino and TALEN Injections

Initially, 4.5 ng of each *t* (*Xbra*) and *t2* (*Xbra3*) splice- and translation-blocking morpholino oligomer (MO_splice_ and MO_transl_) were injected at 1-cell stage. MOs were designed by Gene Tools (see Key Resources Table). While the standard control MO was untagged, all *Brachyury* MOs were tagged 3’ with sulforhodamine. In an attempt to minimize MO side effects, this dose was incrementally reduced to 1.5, 0.75 and 0.25 ng per target MO. The standard control MO (cMO) from Gene Tools was used as a control and dosed accordingly. Wild type outbred *X. tropicalis* embryos were injected at the 1-cell stage with either 300 pg (*t*) or 600 to 1200 pg (*t2*) of TALEN mRNA. The heterozygous *X. tropicalis* lines *t*^*e1.2D/+*^ and *t*^*e1.2D/+*^*t2*^*e3.7D/+*^ were submitted to the European *Xenopus* Research Centre (EXRC, https://xenopusresource.org).

#### Genotyping

Whole embryos or clipped tails from anaesthetized embryos (Love et al., 2013) were digested in 60 μl lysis buffer (50 mM Tris pH 8.5, 1 mM EDTA, 0.5% [v/v] Tween-20 and 100 μg/ml proteinase K [Thermo Fisher Scientific, Cat#AM2548]) for 2 hrs at 55°C. The digest was incubated for 10 mins at 95°C to inactivate proteinase K and spun briefly prior to PCR amplification. 2 μl of the lysate were used for each PCR reaction together with 200 nM of each forward and reverse primers (Key Resources Table) and KAPA HiFi HotStart ReadyMix (Kapa Biosystems, Cat#KK2602) in a 10 μl reaction. The targeted site of mutagenesis was amplified under the following PCR cycling conditions: 45 secs 98°C, 36 cycles (10 secs 98°C, 10 secs 58°C (*t*) or 63°C (*t2*), 10 secs 72°C) and 20 secs 72°C. PCR reactions were directly digested with either SacI (*t*) or EcoRI (*t2*) and separated by gel electrophoresis. For genotyping of single embryos, which were collected in TRIzol (Thermo Fisher Scientific, Cat#15596026) for total RNA extraction, genomic DNA was extracted according to the manufacturer’s back extraction protocol. For Sanger sequencing PCR products were purified and either sequenced directly or after TOPO TA cloning (Thermo Fisher Scientific, Cat#K4500J10).

#### Cloning of Wild-Type and Mutant *t* and *t2*

N- and C-terminal 3xHA tagged *t*, *t2*, *t*^*e1.2D*^ and *t2*^*e3.7D*^ constructs were created by Gateway cloning. The coding sequence (CDS) of *t*, *t*^*e1.2D*^ and *t2*^*e3.7D*^ was synthesized *de novo* by Thermo Fisher Scientific, while the CDS of *t2* was generated from the IMAGE cDNA clone 5307982 (Source BioScience). These sequences were PCR-amplified and inserted unidirectionally into the pENTR/TOPO entry vector (Thermo Fisher Scientific, Cat#K240020). The primers are listed in Key Resources Table. The entry vectors were recombined with N- or C-terminal 3xHA pCS2+ destination vectors. The final constructs were linearized with *Apa*I for *in vitro* transcription with the mMessage mMachine SP6 Transcription kit (Thermo Fisher Scientific, Cat#AM1340). Likewise, capped mRNA was generated from the injection control construct pCS2+ containing myc-tagged *fam83g* (kindly provided by Kevin Dingwell) linearized with *Pvu*II. 400 pg of each mRNA was injected into the zygote of *X. laevis* for its overexpression.

#### Western Blotting

*X. laevis* embryos were homogenized in 6 μl per embryo of PhosphoSafe extraction buffer (Merck, Cat#71296) supplemented with complete EDTA-free protease inhibitors (Sigma, Cat#11873580001). To remove yolk from the embryonic extract, the homogenate was mixed with the same volume of Freon (1,1,2-trichloro-trifluoroethane) and centrifuged for 5 mins at 10,000 g (4°C). One embryo equivalent of denatured supernatant was loaded onto pre-cast SDS-polyacrylamide gels (any kD mini-PROTEAN TGX) (Bio-Rad, Cat#4569033). Proteins were separated by molecular weight (SDS-PAGE) and processed for conventional western blotting. The following primary and secondary antibodies were applied at the indicated dilutions in PBS containing 0.1% (v/v) Tween-20 and 5% (w/v) milk powder: 1:10,000 mouse monoclonal anti-HA (Sigma, Cat#H9658), 1:10,000 mouse monoclonal anti-c-Myc (Sigma, Cat#M5546), 1:5,000 mouse monoclonal anti-α-tubulin (Sigma, Cat#T5168) and 1:2,000 goat anti-mouse IgG (H+L) horseradish peroxidase conjugate (Thermo Fisher Scientific, Cat#31430). Peroxidase activity was detected by chemiluminescence (BioFX Chemiluminescent Ultra-Sensitive HRP Membrane Substrate, SurModics) and captured with a ChemiDoc XRS+ imager (BioRad).

#### Total RNA Isolation

For deep sequencing, individual embryos from three separate *t*^*e1.2D/*+^*t2*^*e3.7D*/+^ *x t*^*e1.2D/+*^*t2*^*e3.7D/+*^ crosses or individual embryos from three separate *in vitro* fertilizations injected with either *t* and *t2* or control MOs were collected at developmental stages 26 (mid-tabud) and 34 (late tailbud). They were then homogenized each in 200 μl TRIzol by vortexing. For phase separation, 40 μl of chloroform was added to the homogenate, which was shaken vigorously for 15 secs before spinning for 5 mins at 16,000 g at 4°C. The aqueous phase containing total RNA was snap-frozen in liquid nitrogen and stored at -80°C while the interphase-organic layer was processed to extract genomic DNA for genotyping as described above. The aqueous phases from 5 to 10 sibling embryos of shared genotype or treatment were then combined. Total RNA was precipitated with one volume of absolute ethanol and cleaned using the RNA Clean and Concentrator 5 or 25 (Zymo Research) with in-column 3 U Turbo DNase (Thermo Fisher Scientific, Cat#AM2238) treatment according to the manufacturer’s instructions. For RT-qPCR of uninjected and morphant embryos, 6 embryos from three to four separate fertilizations were collected for each developmental stage and processed as described above except that volumes were adjusted to the homogenization in 400 μl TRIzol and no genomic DNA was extracted.

#### RNA-Seq Library Preparation and Sequencing

Poly(A)+ RNA-Seq libraries were made from ∼1 μg total RNA by following version 2 of the TruSeq RNA low sample protocol (Illumina) with the following modifications. After second strand synthesis 1 μl of the remaining eluate was used to measure the cDNA concentration using the Qubit fluorometer and Qubit dsDNA high sensitivity reagents (Thermo Fisher Scientific, Cat#Q32851). The resultant cDNA yield was used to estimate the number of requisite PCR cycles to generate high complexity libraries without chimera fragments. We routinely used 10 PCR cycles for 10 ng of cDNA and adjusted the number of PCR cycles accordingly. Libraries were sequenced on an Illumina HiSeq 4000 platform to produce paired-end reads of 76 bases. Read numbers and alignment statistics are summarized in Table S1.

#### RNA-Seq Differential Expression Analysis

Paired-end reads were aligned to a revised version of *X. tropicalis* gene models v7.2 and known off-genome EST assemblies including ribosomal and mitochondrial RNA (Collart et al., 2014) by running Bowtie2 v2.1.0 (Langmead and Salzberg, 2012) with the following constraints: -k 200 (up to 200 alignments per fragment) -X 800 (maximum fragment length of 800 bp) --rdg 6,5 (penalty for read gaps of length N, 6+N^∗^5) --rfg 6,5 (penalty for reference gaps of length N, 6+N^∗^5) --score-main L,-.6,-.4 (minimal alignment score as a linear function of the read length x, f(x) = -0.6 - 0.4^∗^x) --no-discordant (no paired-end read alignments breaching maximum fragment length X) --no-mixed (only concordant alignment of paired-end reads). Only read pairs that uniquely align to one gene were counted. The reads of public RNA-Seq datasets (study accession # PRJNA351216, Campbell et al., 2016; PRJNA218018, Chung et al., 2014; PRJNA266550, Dichmann et al., 2015; PRJNA290093, Marlétaz et al., 2015; PRJEB8711, Noiret et al., 2016) were aligned to the genome assemblies of *X. tropicalis* (v7.1) or *X. laevis* (v9.1) using the STAR aligner v2.5.3a with default settings. Differential expression analysis was performed with raw fragment counts excluding those belonging to ribosomal and mitochondrial RNA using DESeq2 v1.14.1 (Love et al., 2014). Except for the principal component analysis (PCA) gene-specific dispersion estimates were calculated separately for the *t*/*t2* KO and KD experiment. In an effort to find genes with consistent fold changes over time, p-values were generated according to a likelihood ratio (χ^2^) test reflecting the probability of rejecting the reduced (∼ developmental stage) over the full (∼ developmental stage + condition) model. Resulting p-values were adjusted to obtain false discovery rates (FDR) according to the Benjamini-Hochburg procedure, whereby thresholds on Cook’s distances and independent filtering were switched off (Table S2). For PCA normalized fragment counts were transformed with a regularized logarithm (rlog) to shrink substantial variance among low-count genes (Figure 2A). For all other analyses, genes with ≤7 fragment counts averaged between cMO-injected and uninjected embryos and wild-type and *t*/*t2* heterozygotes were removed (Figure S2B). This lower threshold was set because markedly more falsely discovered fold changes were detected below it between otherwise very similar conditions. Public datasets were also analyzed using DESeq2, but statistical significance of transcript level differences between morphant and corresponding uninjected embryos were obtained through Wald tests (Figure 6A).

#### Perturbation Networks of Biological Processes

Common and unique changes (≥1.5-fold change at FDR ≤10%) of gene expression among four comparisons (control or *t*/*t2* morphants versus uninjected embryos and *t*/*t2* heterozygotes or homozygotes versus wild-type embryos) were calculated and visualized in two Venn diagrams (Figure 2C) for elevated and reduced transcript levels using limma v3.30.13 (Ritchie et al., 2015). The five largest Venn fields were analyzed for enriched biological processes (BP) using GOstats v2.40.0 (Falcon and Gentleman, 2007) and GSEABase (Morgan et al., 2017). Gene-specific BP term associations were previously generated using BLAST2GO (Conesa et al., 2005, Gentsch et al., 2015, Owens et al., 2016). Parental, regulatory and component relationships between enriched BP were visualized as ‘perturbation networks’ using igraph v1.0.1 (Csárdi and Nepusz, 2006). Perturbation networks of Venn fields with similar BP signatures were joined (Table S4). The size of the node reflects the number of genes, while its color represents the hypergeometric p-value (-log_10_ p). Non-connected (0 degree) and low-grade (p >0.0001 or <10 genes for Figure 2E and Table S4 tabs ‘DOWN_Venn_D’ and ‘UP_Venn_A,B+C’ and <5 genes for all remaining tabs of Table S4) nodes were excluded from network drawing. Nodes were clustered into communities based on edge betweenness using the Newman-Girvan algorithm. For the purpose of visualization few of these communities were subsequently removed or merged manually. The network graph was drawn using the force-directed Fruchterman-Reingold algorithm. Some of the most enriched BP terms all of which have >100 universe members (GO:0006955, immune response; GO:0001816, cytokine production; GO:0007249, I-κB kinase/NF-κB signaling; GO:0001756, somitogenesis; GO:0072358, cardiovascular system development; GO:0003012, muscle system process; GO:0021510, spinal cord development; GO:0006520, cellular amino acid metabolism; GO:0006091, generation of precursor metabolites) were visualized by their hypergeometric p-value (-log_10_ p) in a bubble plot (Figure 2D).

#### Visualization of Chromatin and RNA Profiles

The local chromatin binding pattern of Brachyury (+/-40 kb from TSS) at tailbud stage was extracted from previously published ChIP-Seq data (Gentsch et al., 2013) and displayed alongside transcriptional fold changes for the most mis-regulated genes associated with the immune response or somitogenesis (Figure 3A). ChIP-Seq reads were aligned to the *X. tropicalis* genome assembly v7.1 using Bowtie2 v2.1.0 (Langmead and Salzberg, 2012) with default settings. The binding matrix for the heatmap (Figure 3A) was generated with a 500-bp resolution using HOMER v4.8.3 (Heinz et al., 2010). The number of uniquely aligned ChIP-Seq reads was normalized to the effective total of 10 million aligned reads including multimappers. Genomic regions which displayed <50% of the mean read density within a 400-bp window sliding through the input track by 200-bp increments were masked to eliminate any false positive enrichments. For visualizing *tp53* isoforms (Figure 3D) paired-end reads were mapped to the *X. tropicalis* genome assembly v7.1 and known off-genome EST assemblies using Tophat v2.0.10 (Kim et al., 2013) with the following parameters: -r 77 (mean inner distance between mate pairs) --mate-std-dev 110 (standard deviation of inner distances between mate pairs) -G v7.2 (gene models of version 7.2 as used above) -g 200 (up to 200 alignments per read) --report-secondary-alignments (include additional and secondary alignments). Tophat BAM files of biological replicates were merged using samtools v1.3.1 (Li et al., 2009) and converted to the bigWig format. These genome tracks were normalized to the wigsum of 1 billion excluding any reads with mapping quality <10 using the python script bam2wig.py from RSeQC v2.6.4 (Wang et al., 2012). Tracks were visualized in the IGV genome browser v2.3.92 (Robinson et al., 2011).

#### Analysis of Differential Splicing

Splicing anomalies were detected without transcript annotation applying LeafCutter v1.0 (Li et al., 2018) on STAR-aligned split reads from all conditions. LeafCutter focuses on intron splicing events rather than whole transcript isoform quantification which helped to reduce false positive accounts caused by whole transcript fold changes. The two-pass mode and otherwise default settings of STAR v2.5.2/3a were used to align split reads to the genome assemblies of *X. tropicalis* (v7.1) or *X. laevis* (v9.1) (Dobin et al., 2013). The scripts ‘leafcutter_cluster.py’ and ‘utils.R’ were modified accordingly to accept scaffold coordinates and to record all junctions that contain ≥1 read. LeafCutter clusters introns according to shared acceptor or donor sites. Here clusters with ≥7 reads and single introns having a maximum length of 0.5 Mb were selected: leafcutter_cluster.py --minclureads 7 --maxintronlen 500000. Differential splicing required all samples per condition to contain ≥7 supporting reads per junction. For visualization split read counts with more than one count per million (CPM) per splicing junction were TMM normalized using edgeR (Robinson and Oshlack, 2010, Robinson et al., 2010). Subsequently, only junctions with ≥20 split reads on average among all samples were kept. For each differentially spliced intron cluster (FDR ≤1%), only the splice events with the minimal (≥1.5 standard deviations below the mean) and maximal percentage splice index (PSI) were represented in a heatmap (Figures 5C and 6B). MO sequence alignments to the genome and transcriptome were found by an exhaustive approach using the Bio.Seq module in Julia (https://github.com/BioJulia). The longest consecutive number of matching bases was calculated at each position of either strand of the genome, and at each position of the reverse strand of the transcriptome, recording positions with ≥8 consecutive matches and within 75 bp from putatively blocked splice sites. The heatmap values were reordered according to the differential use (log_2_ fold changes) of introns with a minimal PSI per cluster using Anti-Robinson seriation by simulated annealing (ARSA) (Hahsler et al., 2008). The Mann Whitney U test was applied to find out whether MO sequence alignments (≥10 consecutive base matches) were enriched at mis-spliced junctions compared to all gene annotated splice junctions (≥20 split reads detected among all samples) and whether negative transcript level changes were greater at mis-spliced genes than all other genes with confirmed introns (≥20 split reads detected among all samples). Expected numbers of MO sequence alignments and negative fold changes (≤67%) were determined by bootstrapping (n = 1,000). Read coverage across exons, introns and splice junctions were normalized and averaged across biological triplicates (and developmental stages) to generate Sashimi plots using splAdder (Kahles et al., 2016). The consensus donor splice sequence (Figure 5B) was derived from annotated canonical splice junctions detected by ≥10 split reads across all control samples (uninjected and wild-type) from both tailbud stages. The sequence logo was generated from 145,447 donor splice junctions using WebLogo 3.5.0 (Crooks et al., 2004): weblogo -A rna -U probability -c classic.

#### Generation of Digoxigenin-Labeled RNA Probes

The DNA templates for generating *c3ar1* and *tp53inp1* whole mount *in situ* hybridization probes were PCR amplified from *X. tropicalis* embryonic stage 18 cDNA. The template for the *tp53* probe was amplified from *X. laevis tp53* pCS105 plasmid (Cordenonsi et al., 2007). All products of ∼1 kb were amplified with the KAPA HiFi HotStart polymerase using the following PCR cycling conditions: 45 secs 98°C, 40 cycles (10 secs 98°C, 10 secs 63°C, 15 secs 72°C), 20 secs 72°C. The primer sequences are listed in Key Resources Table. Fresh PCR products or size-selected bands were zero-blunt cloned into the pCRII-TOPO vector (Thermo Fisher Scientific, Cat#450245). Identity and direction of insert was verified by restriction digest and Sanger sequencing. Plasmids were linearized by restriction digestion and purified using the QIAquick PCR purification kit (Qiagen, Cat#28104). All *in situ* hybridization probes were transcribed from ∼1 μg of linearized plasmid using 1x digoxigenin-11-UTP (Roche, Cat#11277065910), 40 U RiboLock RNase inhibitor (Thermo Fisher Scientific, Cat#EO0381), 1x transcription buffer (Roche, Cat#11465384001) and SP6 or T7 RNA polymerase (Roche, Cat#11487671001 or 10881767001) in a 20 μl reaction for 2 hrs at 37°C. The probe was treated with 2 U Turbo DNase (Thermo Fisher Scientific, Cat#AM2238) to remove the DNA template and was either purified by spin-column chromatography (Clontech, Cat#636089) or LiCl precipitation. The RNA was quantified with a Nanodrop spectrometer, diluted to 10 ng/μl (10x stock) with hybridization buffer (50% [v/v] formamide, 5x SSC, 1x Denhardt’s, 10 mM EDTA, 1 mg/ml torula RNA, 100 μg/ml heparin, 0.1% [v/v] Tween-20, 0.1% [w/v] CHAPS) and stored at -20°C. The following plasmids, restriction enzymes and RNA polymerases were used for plasmid linearization and *in vitro* transcription to generate sense (data not shown) and antisense probes: *actc1* antisense, *X. laevis actc1* pSP21 (Mohun et al., 1984), *EcoR*I, SP6; *cav1* antisense, *X. tropicalis cav1* (Gentsch et al., 2013), *Bgl*II, T7; *c3ar1* antisense, *X. tropicalis c3ar1* pCRII-TOPO (this study), *BamH*I, T7; *c3ar1* sense, *X. tropicalis c3ar1* pCRII-TOPO (this study, not shown), *Not*I, SP6, *hoxd8* antisense, *X. tropicalis hoxd8* pCR2.1-TOPO (Gentsch et al., 2013), *Hind*III, T7; *myh6* antisense, *X. tropicalis myh6* pCRII-TOPO (Abu-Daya et al., 2009), *Xho*I, SP6; *tal1* antisense, *X. laevis tal1* pGEM-7Zf+ (EXRC), *Xho*I, SP6; *tbx6* antisense, *X. laevis tbx6* pBluescript KS- (Uchiyama et al., 2001), *Not*I, T7; *tp53* antisense, *X. tropicalis tp53* pCRII-TOPO (this study), *BamH*I, T7; *tp53* sense, *X. tropicalis tp53* pCRII-TOPO (this study, not shown), *Not*I, SP6; *tp53inp1* antisense, *X. tropicalis tp53inp1* pCRII-TOPO (this study), *Hind*III, T7; and *tp53inp1* sense, *X. tropicalis tp53inp1* pCRII-TOPO (this study, not shown), *Not*I, SP6.

#### Whole Mount *In Situ* Hybridization

Whole mount *in situ* hybridization (WMISH) was conducted using digoxigenin-labeled RNA probes. It was based on previously published protocols (Monsoro-Burq, 2007, Sive et al., 2000). *X. tropicalis* embryos were fixed with 1 ml of MEMFA (1x MEM, 3.7% [v/v] formaldehyde) in 5 ml glass vials for 1 h at room temperature. The embryos were then washed once in 1x PBS and 2 to 3 times in ethanol. Fixed and dehydrated embryos were kept at -20°C for at least 24 hrs to ensure proper dehydration before starting with the hybridization. Dehydrated embryos were washed once more in ethanol before rehydrating them in two steps to PBT (1x PBS, 0.1% [v/v] Tween-20). Embryos were treated with 5 μg/ml proteinase K (Thermo Fisher Scientific, Cat#AM2548) in PBT for 6 to 8 mins, washed briefly in PBT, fixed again in MEMFA for 20 minutes and washed 3 times in PBT. Embryos were transferred into baskets, which are kept in an 8x8 microcentrifuge tube holder sitting inside a 10x10 slot plastic box filled with PBT. Baskets were built by replacing the round bottom of 2 ml microcentrifuge tubes with a Sefar Nitex mesh. This container system was used to readily process several batches of embryos at once. These baskets were maximally loaded with 40 to 50 *X. tropicalis* embryos. The microcentrifuge tube holder was used to transfer all baskets at once and to submerge embryos into subsequent buffers of the WMISH protocol. Next, the embryos were incubated in 500 μl of hybridization buffer (50% [v/v] formamide, 5x SSC, 1x Denhardt’s, 10 mM EDTA, 1 mg/ml torula RNA, 100 μg/ml heparin, 0.1% [v/v] Tween-20, 0.1% [w/v] CHAPS) for 2 hrs in a hybridization oven set to 60°C. After this pre-hybridization step, the embryos were transferred into 500 μl of 1 ng/μl of digoxigenin-labeled probe preheated to 60°C and further incubated overnight at 60°C. The pre-hybridization buffer was kept at 60°C. The next day embryos were transferred back into the pre-hybridization buffer and incubated at 60°C for 10 mins. Subsequently, they were washed 3 times in 2x SSC/0.1% [v/v] Tween-20 for 10 mins at 60°C, twice in 0.2x SSC/0.1% [v/v] Tween-20 for 20 mins at 60°C and twice in 1x maleic acid buffer (MAB) for 5 mins at room temperature. Next, the embryos were treated with blocking solution (2% [w/v] Boehringer Mannheim blocking reagent in 1x MAB) for 30 mins at room temperature, and incubated in antibody solution (10% [v/v] lamb or goat serum, 2% [w/v] Boehringer Mannheim blocking reagent, 1x MAB, 1:2,000 Fab fragments from polyclonal anti-digoxigenin antibodies conjugated to alkaline phosphatase) for 4 hrs at room temperature. The embryos were then extensively washed 4 times in 1x MAB for 10 min before leaving them in 1x MAB overnight at 4°C. On the final day of the WMISH protocol, the embryos were washed another 3 times in 1x MAB for 20 mins and equilibrated to working conditions of alkaline phosphatase (AP) for a total of 10 mins by submerging embryos twice into freshly prepared AP buffer (50 mM MgCl2, 100 mM NaCl, 100 mM Tris pH9.5, 1% Tween-20). At this stage, the embryos were transferred to 5 ml glass vials for monitoring the progression of the AP-driven colorimetric reaction. Any residual AP buffer was discarded before adding 700 μl of freshly prepared staining solution (AP buffer, 340 μg/ml nitro-blue tetrazolium chloride, 175 μg/ml 5-bromo-4-chloro-3'-indolyphosphate). The colorimetric reaction was developed at room temperature in the dark. Once the staining was clear and intense enough, the color reaction was stopped by 2 washes in 1x MAB. To stabilize and preserve morphological features, the embryos were fixed with Bouin’s fixative without picric acid (9% formaldehyde, 5% glacial acetic acid) for 30 mins at room temperature. Next, the embryos were washed twice in freshly prepared 70% ethanol/PBT to remove the fixative and residual chromogens. After rehydration to PBT in two steps, the embryos were treated with bleaching solution (1% H_2_O_2_, 5% formamide, 0.5x SCC) overnight at 4°C in the dark. Finally, the embryos were washed twice in PBS before imaging them in PBS on a thick agarose dish by light microscopy.

#### Visualizing Apoptosis by TUNEL Staining

Terminal deoxynucleotidyl transferase (TdT) dUTP nick end labeling (TUNEL) was applied to detect the level and spatial distribution of apoptosis *in situ* (Figure S3A). This protocol was based on previous work (Hensey and Gautier, 1998, Trindade et al., 2003). The embryos were fixed and dehydrated as outlined above for WMISH. Unless otherwise stated, protocol steps were performed at room temperature and, particularly, washes were kept at least 5 mins long. Dehydrated embryos were rehydrated to PBT (PBS, 0.1% [v/v] Tween-20) in two steps. The tissue of embryos was permeabilized by washing 4 times in PBT. Next, embryos were rinsed twice in PBS and transferred into 2 ml round bottom microcentrifuge tubes. Positive control embryos were incubated in 100 μl 1x TURBO DNase buffer for 30 mins. 50 μl 1x TURBO DNase buffer were removed before adding 10 U of TURBO DNase and incubating for 20 mins. These embryos were rinsed twice in PBT and twice in PBS. Subsequently, positive control and all other embryos were incubated in 100 μl 1x Terminal deoxynucleotidyl Transferase buffer (100 mM K-cacodylate, pH7.2, 2 mM CoCl_2_, 0.2 mM DTT) for 30 mins. 50 μl TdT buffer were removed before adding 7.5 U TdT (Thermo Fisher Scientific, Cat#EP0161) and 25 pmol digoxigenin-11-dUTP (Roche, Cat#11558706910). This labeling reaction was run overnight at room temperature. The following day, the embryos were incubated in 1 mM EDTA/PBS for 1 hr at 65°C to inactivate TdT. The embryos were washed 4 times in PBT and pre-incubated in PBT/lamb serum (5:1) for 30 mins. Next, the embryos were incubated in fresh PBT/lamb serum (5:1) and 1:2,000 anti-digoxigenin conjugated to AP (Roche, Cat#11093274910) for 4 hrs. Embryos were washed twice in PBT before keeping them overnight in PBT at 4°C. The following day, embryos were washed 4 times in PBT for 15 mins and twice in AP buffer for 5 mins before initiating the staining reaction with freshly prepared staining solution (see WMISH protocol). After 10 mins (positive control embryos) to 40 mins at room temperature the color reaction was terminated by 2 washes with PBT. Embryos were fixed and bleached as outlined in the WMISH protocol.

#### Quantification of Transcription and Splicing

Approximately 750 ng total RNA was reverse transcribed with 40 U RNase H minus and point-mutant M-MLV reverse transcriptase (Promega, Cat#M3681), 500 μM of each dNTP and 10 μM random hexamers in a 10 μl reaction following this temperature regime: 15 mins at 25°C, 15 mins at 37°C, 45 mins at 55°C and 15 mins at 85°C. The RT reaction was subsequently diluted to 60 to 100 μl with molecular grade water for qPCR. 2 μl of the diluted RT reactions were amplified in technical duplicates with SYBR Green I master mix (Roche, Cat#04707516001) on a Light Cycler 480 II (Roche) cycling 55-times between 94, 60 and 72°C with each temperature step running for 10 secs and switching at +4.8°C/sec and -2.5°C/sec. At the end qPCR reactions were heated from 65 to 97°C with a gradual increase of 0.11°C/sec (melting curve) to ensure only fluorescence was collected from one specific amplicon. Figure 1B was based on absolute quantification while all other RT-qPCR results were normalized to *odc1* and uninjected embryos using the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001). The threshold cycle (C_t_) was derived from the maximum acceleration of SYBR fluorescence (second derivative maximum method). The PCR primers were designed to hybridize at ∼60°C (T_m_) and to generate 75 to 125 bp amplicons using Primer3 (Key Resources Table).

#### Measurement of Morpholino:RNA Hybridization Affinity and Kinetics

The affinities and kinetics of the hybridization between the *t* splice-blocking MO and various biotinylated RNA oligonucleotides (Figure 7D and Table S6) were measured assuming a simple 1:1 interaction on an Octet RED biolayer interferometer (Pall FortéBio). The RNA molecules were immobilized on streptavidin-coated biosensors at a concentration of ∼10 μg/ml. The hybridization of the MO with the immobilized RNA was measured at 23°C and 35°C using 200 to 1,500 second association steps followed by 500 to 5,000 second dissociation steps. The buffer consisted of 10 mM phosphate (pH 7.4), 150 mM NaCl, 0.5 mg/ml bovine serum albumin and 0.005% Tween-20. The equilibrium dissociation constant K_d_ was determined from the instrument response against several MO concentrations ranging from 120 pM (canonical *t*_target_ RNA sequence) to 3.2 μM (scrambled *dtymk*_off-target_ RNA sequence) using the method of least squares and independently from the ratio of the dissociation and association rate constants (k_off_/k_on_). The association phases were analyzed using the single exponential function Y=Y_0_+A(1-${\text{e}}^{\text{-}{\text{kobs}}^{*}\text{t}}$) where Y was the level of binding at time t, Y_0_ the binding at the start of association, A the asymptote, and k_obs_ the observed rate constant. k_on_ was determined as the slope of a plot of k_obs_ against the MO concentration. Similarly, k_off_ was determined by analyzing the dissociation phases with the formula Y=Y_0_+A${\text{e}}^{\text{-}{\text{koff}}^{*}\text{t}}$. The kinetic K_d_ was calculated as the ratio of k_off_ and k_on_.

### Quantification and Statistical Analysis

Error bars indicate the standard deviation (SD) derived from three to four biological replicates (n) for RT-qPCR quantifications. Sample sizes are indicated in the image or the associated figure legends. In Figure 1, two-sample homoscedastic, two-tailed t-tests were applied to determine whether divergence (≥1.5-fold change) from wild-type transcript levels are statistically significant. In Figures 3, 4, 5, and S4, two-tailed one-sample t-tests were calculated to determine whether ≥1.5-fold changes are significantly different from a hypothetical value of 1. The statistical significance of dosage-dependent and/or temperature effects in Figure 7 was based on one- or two-way ANOVA tests with Sidak’s correction for multiple comparisons and 90% confidence interval. The statistical significance of differential RNA-Seq was corrected for multiple comparison according to the Benjamini-Hochberg procedure. Asterisks in figures indicate (adjusted) p-values as follows unless otherwise stated: ^∗^, p<0.1; ^∗∗^, p<0.01; and ^∗∗∗^, p<0.001.

### Data and Software Availability

Raw RNA-Seq data (FASTQ files) and annotation files reported in this paper are available in the GEO database (www.ncbi.nlm.nih.gov/geo) under the accession number GEO: GSE96655. All analyses were performed in R v3.3.1 / Bioconductor v3.5, Perl v5.18.2, Python v2.7.12 or Julia v0.5 as described in the detailed methods.

How the deposited data were processed for this re-analysis (not part of the article)

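The deposited RNA-seq data cover 36 libraries of *X. tropicalis* embryos from a KD experiment (uninjected, cMO and *t*/*t2* MO) and a KO experiment (wild-type, *t*/*t2* het and *t*/*t2* KO), with 3 clutches at stages 26 and 34 in each. According to the authors' methods, the counts were made by sequencing poly(A) libraries as paired reads of 76 bases, aligning them with Bowtie2 to gene models supplemented with ribosomal and mitochondrial RNA, and counting the read pairs that aligned to a single gene. The deposited values are these raw fragment counts, without normalization. The table has 25774 genes and 3 entries that name no gene. The latter held unaligned reads (27.27% to 34.01%, median 30.2%), ribosomal RNA (0.0705% to 0.462%) and mitochondrial RNA (0.00592% to 0.0582%), and they were left out of library sizes and tests. These shares are of the sum of all entries, which lacks read pairs aligned to several genes. The gene models and gene ontology terms came from the deposited annotation of assembly v7.1. Its BLAST2GO terms are the directly assigned ones, and the intron clusters came from Table S5. Tables S2 and S4 were held only in part and were not used for overlaps.

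Depth was 30225504 to 52401214 gene fragments per library. A gene at the lower bound of 3 counts was treated as not measurable, and a fold change against a group at this floor was not given. Libraries were normalized with TMM in edgeR 4.0.16 under R 4.3.3, and each experiment was fitted with a negative binomial model of stage and condition. Pairs of conditions were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes with a count (25209 in the KD and 24952 in the KO experiment). A gene was called at an FDR of at most 10%, a change of at least 1.5-fold and a mean normalized count above 7. The mean was taken over uninjected, cMO, wild-type and *t*/*t2* het libraries. The count filter was passed by 17987 genes, 13338 of them with a symbol. Stage dependence was tested as the interaction of stage and condition, and the KD effect against the KO effect in a joint model. On simulated data with 200 changed genes, the procedure recovered 194 (97%) with 9 false calls, and it made 0 calls in a comparison without changes. DESeq2 1.42.0 recovered 196 with 11 false calls, and made 2 calls in the comparison without changes. The changed genes had a mean count of at least 50 and changes above 1.5-fold, and the simulated libraries held no clutch effects. The 97% thus does not describe recovery of genes near the thresholds.

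The samples are paired by clutch. Deviations of libraries from their group mean correlated, across genes, with a mean r of 0.309 within clutches and -0.154 between clutches in the KD experiment (45 and 90 pairs of libraries), and with 0.298 and -0.149 in the KO experiment. Clutches were fitted as a blocking factor in an alternative.

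Gene sets were tested on log2 values with precision weights in limma 3.58.1, by camera with a preset correlation of 0.01 and by fry, at an adjusted p of 0.05 within each family of tests (4 for immune response genes, 2 for mis-spliced genes, 20 for 4 lists and 6 for the Fig. 3A panels). The panels were tested with fry. The lists of NF-kappaB targets, interferon-stimulated genes and myeloid markers were written before the data were examined, and 13, 13 and 10 of their genes were in the count table and past the filter. A further list, and a gene, are not reported here. Gene ontology terms were tested by a one-sided Fisher's exact test for 9 terms in 12 sets of mis-regulated genes, adjusted over all 108 tests. Of these sets, 10 are the fields of raised or lowered genes and 2 are unions of fields (raised genes were compared with raised and lowered with lowered genes, so that a gene found in 1 comparison alone can be changed in the opposite direction in another), which were counted in the adjustment only when the test was run. Principal components came from rlog values of the 500 most variable genes. Mis-spliced genes were compared with 10000 random lists matched in abundance, and shared controls with 20 simulated experiments. All tests were two-sided except for those of terms. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

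The genes named in the text are those of Fig. 3A, those the paper's results name, and for each comparison with uninjected or wild-type embryos the 3 largest rises and falls among called genes with a symbol, a mean count of at least 50 and the same sign in all 6 clutch-by-stage pairs. Of these, the ones that bear on a claim are printed. The alternatives were DESeq2's likelihood ratio test, median-of-ratios size factors, filtering before the fit, no filter, the 2 compared conditions alone, the clutch as a block, an FDR of 1%, other transformations and backgrounds, and the omission of each clutch in turn. Grouping genes by words in the names of their terms was added after the data had been seen. The *in situ* hybridizations, splicing events, western blots and the other experiments of the paper were not analysed here.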

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

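The NF-kappaB, interferon and myeloid tests with *t*/*t2* MOs and the correlation test of a delay were chosen before the data were examined, and all other tests of an explanation in this part were chosen only after the result was seen.

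The *t*/*t2* MO effect differed between stages 26 and 34 in 1006 genes and the *t*/*t2* KO effect in 5, by a test of the interaction of stage and condition. With cMO 0 genes passed, and 525 had an unadjusted p under 0.05. The *t*/*t2* MO count fell to 235 without frog E and to 319 without frog F, and the *t*/*t2* KO count to 2 without cross 1. With the clutch as a block the counts were 1534 for *t*/*t2* MO, 23 for *t*/*t2* KO and 7 for cMO. Regrouping the 6 treated libraries into groups of 3 gives 10 splits, and 1 of the 10 splits gave as many genes as the real split for *t*/*t2* MO, 1 of 10 for *t*/*t2* KO and 10 of 10 for cMO. The other 9 splits gave 0 to 2 genes for *t*/*t2* MO and 0 to 1 for *t*/*t2* KO. Because 10 splits cannot give a share under 0.1, they leave the role of the grouping open. Stage was the biological variable of this comparison, and the ranges of depth overlapped between the stages in each condition. A delay of *t*/*t2* MO embryos at stage 34 is a further candidate explanation. The *t*/*t2* MO effect at stage 34 correlated with the wild-type change from stage 26 to 34 by r = -0.205 across 17983 genes, which are not independent replicates, in the direction of a delay. Computed from differences of mean log2 CPM values, the real split gave r = -0.193, and 2 of the 4 splits that separate all 3 clutch pairs were as strong. Within frogs D, E and F the correlations were -0.229, -0.246 and -0.045, and PC1 scores were lower in *t*/*t2* MO than in uninjected embryos of each frog (11.95, 11.66 and 10.3 against 21.64, 22.4 and 14.4), both in the direction of a delay. With cMO the correlations were -0.211, 0.0135 and 0.311. Because 3 clutches and 4 splits are too few, a delay cannot be told apart from the grouping.

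A list of 13 NF-kappaB target genes was raised by 0.53 with cMO and 0.98 with *t*/*t2* MOs (11 of 13 genes up in both, adjusted p = 2.95e-08 and 4.36e-05, limma's camera, 1 of 32 splits of the libraries that separate all 6 clutch-by-stage pairs as large in both, the real split). Between *t*/*t2* MO and cMO embryos it differed by 0.30 (adjusted p = 0.0939, 2 of 32 splits), and in *t*/*t2* het and *t*/*t2* KO embryos the medians were -0.06 and 0.04 (adjusted p = 0.485 and 0.511, limma's camera, 7 and 8 of 32 splits). The list shares *il1b*, *tnf* and *il8* with the immune panel of Fig. 3A, which the study picked from these libraries. Without them the median with *t*/*t2* MOs was 0.47 (adjusted p = 0.00216, limma's camera), which argues against the picked genes as the whole source of the rise. The median of 0.044 in *t*/*t2* KO embryos argues against loss of *t* and *t2* function. Activation of NF-kappaB may account for the rise of 0.98, as measured on transcripts of a list and not on the protein. Injection was not separated from the MOs, since no mock-injected embryos were part of the design, and remains an untested explanation.

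A list of 10 myeloid markers was higher in *t*/*t2* MO than in cMO embryos by a median of 0.75 (8 of 10 genes up, adjusted p = 0.00466, limma's camera, 1 of 32 splits). Relative to uninjected embryos it changed by -0.17 with cMO (2 of 10 genes up, adjusted p = 0.239, 10 of 32 splits) and by 0.45 with *t*/*t2* MOs (8 of 10, adjusted p = 0.0345, limma's camera, 2 of 32 splits). In *t*/*t2* KO embryos it changed by 0.40 (9 of 10, adjusted p = 0.00194, 2 of 32 splits) and in *t*/*t2* het embryos by 0.12 (adjusted p = 0.0345, limma's camera, 7 of 32 splits). More myeloid cells in *t*/*t2* MO embryos may contribute (median 0.45), but marker transcripts cannot separate cell number from expression per cell. The cMO median of -0.17 averages a fall at stage 26 (median -0.64, 1 of 10 genes up, and -0.50, -0.57 and -0.74 in frogs D, E and F) and a median of 0.17 at stage 34 (6 of 10 up, and 0.25, 0.37 and -0.03). At stage 26 the immune panel rose by 0.70 with cMO (16 of 17 up), and the median of -0.64 argues against more myeloid cells as the reason. At stage 34, where the panel rose by 1.17, more myeloid cells stay open, since 6 of 10 markers rose. Without frog E the change with *t*/*t2* MOs was 0.44 (adjusted p = 0.061, limma's camera).

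A list of 13 interferon-stimulated genes, tested beside these, changed by 0.09 with cMO and 0.08 with *t*/*t2* MOs (adjusted p = 0.634 for both, limma's camera, 11 and 7 of 32 splits), by 0.04 between *t*/*t2* MO and cMO embryos (24 of 32 splits), by 0.01 in *t*/*t2* het embryos (20 of 32 splits) and by -0.04 in *t*/*t2* KO embryos (29 of 32 splits). With *t*/*t2* MOs, 3 of its genes were lowered (*ddx58*, *ifi35* and *eif2ak2*, named after their values were seen) and *irf9* was raised. The list thus showed no common shift. Because its genes went both ways, these calls do not decide for or against an interferon response.

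The share of reads counted on no gene was higher in *t*/*t2* MO than in uninjected libraries by 2.82 ± 0.6 percentage points (SD, 6 of 6 pairs, 1.98 to 3.68). This share is of counted and unaligned reads, without read pairs aligned to several genes. The exact sign-flip test gave p = 0.0312, the smallest that 6 pairs can give, or adjusted p = 0.156 over 5 comparisons. With cMO the rise was 1.44 points (5 of 6 pairs) and in *t*/*t2* KO embryos 0.641 points (5 of 6 pairs). In Table S1 the share of reads aligned to the genome fell in *t*/*t2* MO embryos by 0.513 points at stage 26 and by 0.92 points at stage 34, 0.192 and 0.309 of the rise in reads on no gene. The genome share is of all reads, so that these ratios set shares of slightly unlike totals against each other. The ratio of 0.309 argues against reads that align nowhere in the genome as the whole source. Retained introns and other mis-spliced reads stay open as a candidate explanation, because the deposited counts do not say where these reads lie, and the sign-flip test (adjusted p = 0.156) bears on the rise and not on its source.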

How the results depend on the processing

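The alternatives were set before the data were examined, except for the grouping of genes by words in term names. Of 780 alternative values of 87 results, 703 kept their direction and side of the threshold or, for counts, stayed within 1.5 times the reported value. For the rest, 20 no longer passed a threshold, 9 passed it anew, 40 moved and 8 reversed, in 33 results. All 82 values with median-of-ratios size factors and all 17 counts without a count filter stayed the same in this sense. Of 279 values of 31 single-gene results, 7 changed, in *tp53inp1*, *ucp1* and *nt5dc1*. Where no reason is given below, the cause was not tested.

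An FDR of 1% is stricter by construction, and gave 132 genes for cMO, 47 and 77 for cMO at stages 26 and 34, 1233 for *t*/*t2* MOs at stage 26, 335 for *t*/*t2* KO at stage 34, 810 for KD against KO, 1 for *t*/*t2* het, 177 stage-dependent genes for *t*/*t2* MOs and 1 for *t*/*t2* KO. The ratio of raised genes found only with *t*/*t2* MOs to those shared with *t*/*t2* KO was 64.4. DESeq2's likelihood ratio test gave 10 genes for *t*/*t2* het and 10 and 12 stage-dependent genes for cMO and *t*/*t2* KO. With the 2 compared conditions alone, the latter were 2 and 3. Filtering before the fit gave 1 gene for *t*/*t2* het and 1 stage-dependent gene for *t*/*t2* KO.

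With the clutch as a block, which uses the pairing of the samples, the counts were 253 and 321 for cMO at stages 26 and 34, 884 for *t*/*t2* KO at stage 34, 8 for *t*/*t2* het, and 7, 1534 and 23 stage-dependent genes for cMO, *t*/*t2* MO and *t*/*t2* KO. The enrichment of spinal cord development was 11.6-fold (adjusted p = 0.0333, Fisher's exact test). Genes raised in *t*/*t2* KO embryos, not among the totals above, rose from 84 to 153, and those raised in *t*/*t2* KO embryos alone from 55 to 104 and by cMO alone from 16 to 31.

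PC1 held 62.6% of the variance with log2 CPM values and 51.9% with all genes, and PC2 15.7% with the variance stabilizing transform. Across the 6 fits that each left out a clutch, PC1 ranged from 64.13% to 67.89% (without cross 9) and PC2 from 13.0% to 15.1% (without cross 1), and the ratio of raised genes from 25.2 (without cross 9) to 58.6 (without cross 1).

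Across the 3 fits that each left out a clutch of the experiment, cMO at stage 26 ranged from 59 (without frog E) to 163 genes, *t*/*t2* KO at stage 34 from 337 (without cross 1) to 589 and *t*/*t2* het from 1 to 2. Stage-dependent genes ranged from 0 to 6 (without frog D) for cMO, from 235 (without frog E) to 1224 for *t*/*t2* MOs and from 2 (without cross 1) to 7 for *t*/*t2* KO. Muscle system process ranged from 16.7-fold to 27.1-fold over 6 fits and passed an adjusted p of 0.05 without frog E or F. Spinal cord development ranged from 0, without cross 1, to 13.1-fold. List medians ranged as follows: myeloid markers with *t*/*t2* MOs from 0.4403 to 0.4948 (not past the threshold without frog E) and in *t*/*t2* het from 0.05715 (without cross 1) to 0.2634, and the NF-kappaB list between *t*/*t2* MO and cMO embryos from 0.2589 to 0.343 (past the threshold without frog D). The interferon list changed sign, from -0.004445 (without frog D) to 0.245 with *t*/*t2* MOs, from -0.06734 (without frog D) to 0.1339 between *t*/*t2* MO and cMO embryos, from -0.03102 (without cross 1) and -0.02952 (without cross 2) to 0.01484 in *t*/*t2* het and from -0.1233 to 0.1277 (without cross 1) in *t*/*t2* KO embryos.

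Words in term names, chosen after seeing the data, gave 4.32-fold for muscle and 1.93-fold for neural genes. With limma's fry, the immune response genes passed at medians of 0.05224 for cMO and 0.03858 for *t*/*t2* MOs, and the myeloid list did not pass with *t*/*t2* MOs (0.4546), in *t*/*t2* het (0.1228) and in *t*/*t2* KO embryos (0.3955). With an estimated correlation, camera did not pass the NF-kappaB list with cMO (0.5336) and *t*/*t2* MOs (0.9819), or the myeloid list in any comparison that passed otherwise, including *t*/*t2* MO with cMO embryos (0.7502). Both lists of mis-spliced genes passed under fry and the estimated correlation. Camera with a preset correlation passed the immune panel in *t*/*t2* KO embryos (0.1783, adjusted p = 0.0135). With genes of a mean above 50, the myeloid list in *t*/*t2* het did not pass (0.115), and the NF-kappaB and interferon lists in *t*/*t2* KO embryos changed sign (-0.009609 and 0.01783), where neither passes any threshold.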

Differences from the paper's values

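The paper gives 0.05% as the share of genes mis-regulated in *t*/*t2* het embryos, and 4 genes or 0.0222% were called here. Among the alternatives set before the data were examined, DESeq2's likelihood ratio test (10 genes, 0.0556%) and the clutch as a block (8 genes, 0.0445%) closed the gap. Median-of-ratios size factors, no count filter and the 2 compared conditions alone (0.0222% each), filtering before the fit, an FDR of 1% and the omission of cross 1 (0.00556% each), and the omission of cross 2 or cross 9 (0.0111% each) did not.

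The paper lists muscle system process among the terms enriched in the genes lowered in both *t*/*t2* MO and *t*/*t2* KO embryos, and spinal cord development among those enriched in raised genes. With directly assigned terms, neither passed an adjusted p of 0.05 (adjusted p = 0.0687 and 0.109, Fisher's exact test). Muscle system process passed without frog E (26.6-fold) and without frog F (27.1-fold), and spinal cord development with the clutch as a block (11.6-fold). Grouping genes by words in term names, chosen after seeing the values, passed for muscle (4.32-fold) and neural genes (1.93-fold). The words marked 129 of 322 shared lowered genes and 29 of 66 raised genes, smaller shares than the paper gives. Words for immunity marked 177 of 836 genes raised in morphants, fewer than the paper counts. The paper's numbers come from communities of enriched terms, so that the measures are unlike and the gaps were not resolved.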

Other observations

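The test of linkage was chosen before the data were examined, and the other tests of an explanation in this part only after the result was seen.

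Other splits of the libraries were fitted in the same way as the real split, keeping to the 32 that separate all 6 clutch-by-stage pairs, because the samples are paired. As many genes as in the real split were called in 1 of 32 splits, the real split, for cMO, *t*/*t2* MO with uninjected and with cMO embryos, *t*/*t2* het and *t*/*t2* KO, and in 1 of 60 splits for KD against KO, drawn from 462, where the highest other count was 13. The highest counts in the other splits were 21 genes for cMO, 1486 for *t*/*t2* MO, 1083 for *t*/*t2* MO with cMO embryos, 0 for *t*/*t2* het (303 genes at an unadjusted p under 0.05 in the real split) and 102 for *t*/*t2* KO. The 68 splits that keep some pairs together gave up to 7 genes for cMO and up to 77 for *t*/*t2* het, where 2 of the 68 gave as many as the real split. For the immune panel, 2 of 32 splits gave as large a median for cMO, 1 for *t*/*t2* MO, 1 for *t*/*t2* MO with cMO embryos and 10 for *t*/*t2* KO, and for the Brachyury panel 1 for *t*/*t2* MO and 1 for *t*/*t2* KO. For the 165 immune response genes the numbers were 2 for cMO, 6 for *t*/*t2* MO, 8 for *t*/*t2* MO with cMO embryos and 2 for *t*/*t2* KO, and for mis-spliced genes 1 for cMO and 1 for *t*/*t2* MO.

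Genes called in *t*/*t2* KO embryos but not in *t*/*t2* MO embryos were concentrated near *t*. Within 20 Mb of *t* they made up 27 of 428 genes (6.31%) and elsewhere 158 of 17285 (0.914%), an odds ratio of 7.3 (adjusted p = 5.43e-13, Fisher's exact test), and 5.74 to 7.94 over the alternatives. This argues for variants linked to the mutant chromosome as a candidate explanation, since the *t* and *t2* mutations lie on the same chromosome. Of all genes called in *t*/*t2* KO embryos, 18 of 45 (40%) in this window and 406 of 564 (72%) elsewhere were also called with *t*/*t2* MOs (Fisher's exact test, p = 2.79e-05), which argues against neighbours that respond to the loss of the proteins as the whole source. For the 18 such a response stays open. Genes called in both made up 4.21% of the window and 2.35% of genes elsewhere (Fisher's exact test, p = 0.0229). Those called in the same direction in both made up 3.74% and 2.28% (Fisher's exact test, p = 0.0699). Genes called in *t*/*t2* KO but not in *t*/*t2* MO embryos made up 6.67% within 5 Mb of *t* (8 of 120 genes) and 2.22% between 5 and 10 Mb (2 of 90). They made up 7.8% between 10 and 20 Mb (17 of 218) and 1.82% beyond on the scaffold (15 of 822). The 7.8% argues against an effect of the lesions on genes close to them for the genes beyond 10 Mb. For the 10 genes within 10 Mb such an effect stays open, since 8 and 2 genes are too few to show whether the share falls with distance. Of the 27 genes 24 were lowered, so that poorer alignment of reads from a haplotype unlike the reference may contribute and stays open. So does an additive action of the alleles: *t*/*t2* het embryos changed in the direction of *t*/*t2* KO by a median log2 fold change of 0.14, against 0.33 for additive alleles, when each cross was measured with genes called in the other crosses (0.29, 0.20 and -0.05 for crosses 1, 2 and 9). Raised genes alone made up 0.701% of the window (3 of 428) and 0.312% of genes elsewhere (Fisher's exact test, p = 0.159). With 3 genes the test cannot show whether they were concentrated there.

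Counts of some immune genes differed between the unmanipulated controls of the experiments, which differ in parents and handling. At stage 34, *c3ar1* had 128 ± 44.9 normalized counts (SD, n = 3) in uninjected and 661 ± 482 in wild-type embryos, and at stage 26 164 ± 74.8 and 509 ± 250. Of the 17 immune panel genes, 9 had a higher mean in wild-type than in uninjected embryos at stage 26 and 12 at stage 34 (median log2 ratios 0.01 and 0.26), and 2 and 1 had a higher mean in wild-type than in cMO embryos.

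Transcripts of *odc1* passed the thresholds in none of the comparisons between conditions, with log2 fold changes of -0.11 for cMO, 0.18 for *t*/*t2* MO, 0.08 for *t*/*t2* het and -0.10 for *t*/*t2* KO. For *t*/*t2* MO with cMO embryos it was 0.29 (adjusted p = 0.0337, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below 1.5-fold. Among transcripts followed by *in situ* hybridization, *actc1* changed by -1.10 with *t*/*t2* MOs and -1.13 in *t*/*t2* KO embryos, *cav1* by -2.67 and -2.21, *hoxd8* by -0.61 and -0.35 (the latter not called), *myh6* by 0.03 and -0.19 (neither called) and *tal1* by 0.26 (not called) and 0.69.

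In Table S1 the unaligned reads of 34 of 36 libraries equal the deposited numbers, and those of cMO and *t*/*t2* MO embryos of frog E at stage 26 stand exchanged. With the deposited numbers, the aligned shares of these libraries are 71.6% and 69.5%, against 64.5% and 75.6% in the paper's table, and their gene counts per aligned read are 0.886 and 0.874, against 0.983 and 0.804 with the table's numbers and 0.861 to 0.9 in the other libraries.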
